# Diverse panicle architecture results from various combinations of *Prl5/GA20ox4 and Pbl6/APO1* alleles

**DOI:** 10.1038/s42003-020-1036-8

**Published:** 2020-06-11

**Authors:** Ayumi Agata, Koki Ando, Sadayuki Ota, Mikiko Kojima, Yumiko Takebayashi, Sayaka Takehara, Kazuyuki Doi, Miyako Ueguchi-Tanaka, Takamasa Suzuki, Hitoshi Sakakibara, Makoto Matsuoka, Motoyuki Ashikari, Yoshiaki Inukai, Hidemi Kitano, Tokunori Hobo

**Keywords:** Plant morphogenesis, Gibberellins, Plant breeding, Plant morphogenesis, Gibberellins

## Abstract

Panicle architecture directly affects crop productivity and is a key target of high-yield rice breeding. Panicle length strongly affects panicle architecture, but the underlying regulatory mechanisms are largely unknown. Here, we show that two quantitative trait loci (QTLs), *PANICLE RACHIS LENGTH5* (*Prl5*) and *PRIMARY BRANCH LENGTH6* (*Pbl6*), independently regulate panicle length in rice. *Prl5* encodes a gibberellin biosynthesis enzyme, OsGA20ox4. The expression of *Prl5* was higher in young panicles resulting in panicle rachis elongation. *Pbl6* is identical to *ABERRANT PANICLE ORGANIZATION 1* (*APO1*), encoding an F-box-containing protein. We found a novel function that higher expression of *Pbl6* is responsible for primary branch elongation. RNA-seq analysis revealed that these two genes independently regulate panicle length at the level of gene expression. QTL pyramiding of both genes increased panicle length and productivity. By combining these two genes in various combinations, we designed numerous panicle architecture without trade-off relationship.

## Abstract (web summary)

Ayumi Agata et al. study the molecular mechanisms regulating panicle length which directly affects crop yield. They identify QTLs *Prl5* and *Pbl6* that independently regulate panicle length in rice at the gene expression level. By designing different allelic combinations, they generate desired panicle architecture and confirm their positive effect on yield in the field.

## Introduction

Rice panicle architecture has long been a key target of high-yield rice breeding. Panicle architecture involves several organs, including the panicle rachis, primary branches, and secondary branches (Fig. 1a)^1^. Primary branches develop from the panicle rachis, and each primary branch gives rise to secondary branches. Panicle branching patterns that are mainly regulated by the number of primary and secondary branches directly determine total grain number. However, improving grain productivity by increasing panicle branching alone is limited, as panicle length and branch length remain constant. Thus, both panicle length and the length of each branch are also important factors determining grain productivity. Natural rice varieties show various panicle phenotypes due to gradual changes in these organs (Fig. 1b). Some varieties have increased numbers of primary branches, and others have increased numbers of secondary branches on each primary branch. Some varieties have longer panicle rachises and others have longer primary branches. Some varieties tend to keep primary branch length longer from lower to upper axis. If the panicle rachis length is constant, the number of primary branches that develop from the panicle rachis is limited. Primary branch length also limits the promotion of secondary branch initiation. Many high-yielding rice cultivars tend to have longer primary branches and produce more secondary branches than standard varieties. Therefore, panicle rachis length and primary branch length influence total grain number and rice productivity as well as branching number. Panicle length strongly affects panicle architecture. Panicle length involves two components: panicle rachis length and the length of the top primary branch. For instance, if only panicle rachis length increases, the plants have a panicle architecture like that shown in Fig. 1d compared to Fig. 1c. If only primary branch length increases, the plants have a panicle architecture like that shown in Fig. 1e. If both panicle rachis and primary branch length increase, the plants have a panicle architecture like that shown in Fig. 1f. Therefore, even if the sizes of only two organs change, the plants show various panicle architectures. Thus, panicle length is a key factor determining the diversity of panicle architecture in rice.

**Fig. 1:**
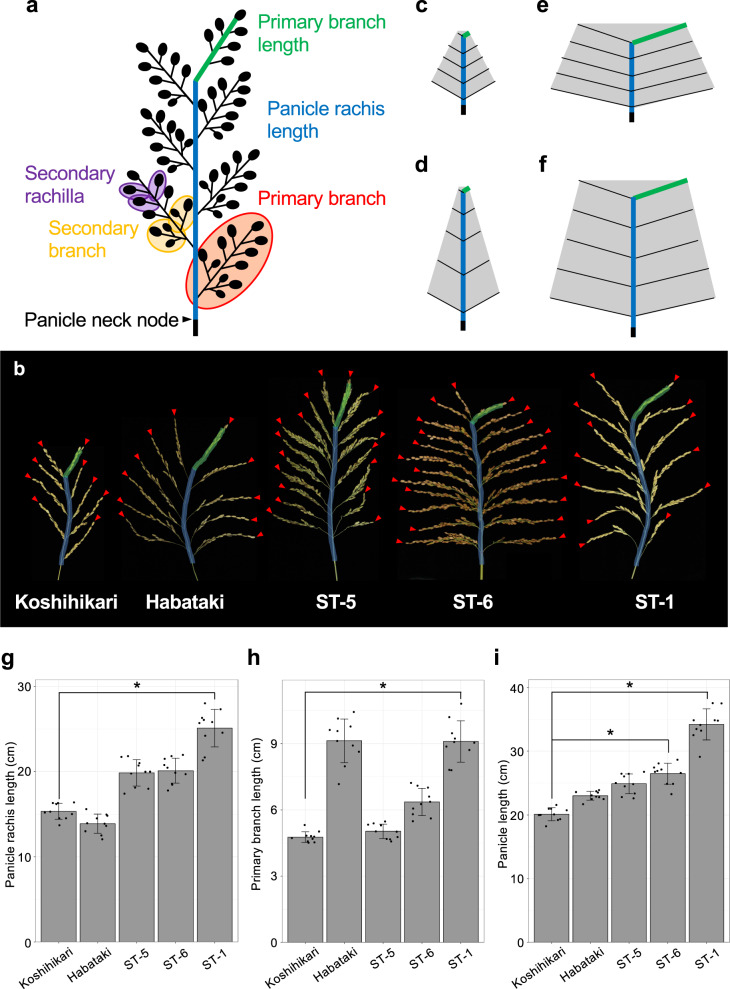
Characterization of rice panicle architecture. **a** Schematic diagram of a rice inflorescence. **b** Panicle phenotypes of five natural rice varieties. Green bars indicate the primary branch tips. Blue bars indicate panicle rachises. Red arrowheads indicate primary branches. Scale bar: 5 cm. **c**–**f** Diagram of four types of panicle architecture with different panicle lengths. Panel **d** has a longer panicle rachis than **c**. Panel **e** has longer primary branches than **c**. Panel **f** has a longer panicle rachis and primary branches than **c**. **g**–**i** Comparison of panicle traits. **g** Panicle rachis length. **h** Primary branch length. **i** Panicle length. Error bars represent means ± SD (*n* = 10 plants). *Significant at the 5% level (Tukey’s significant difference test).

Several genes related to panicle morphogenesis have been cloned, some of which were already shown to be agronomically important. *Grain Number 1a* (*GN1a*)^2^, *WEALTHY FARMER’S PANICLE* (*WFP*)^3^, *ABERRANT PANICLE ORGANIZATION1* (*APO1*)^4,5^, and *FRIZZY PANICLE* (*FZP*)^6–8^ significantly increase branch number and total grain number. However, few genes related to panicle length have thus far been cloned. A natural allele of *DENSE AND ERECT PANICLE1* (*DEP1*) regulates panicle length^9^. Specifically, *DEP1* improves yield potential by pleiotropically reducing panicle internode length while increasing grain number. Identifying novel genes related to panicle length would help reveal the fundamental mechanisms that determine various types of variety-specific panicle architecture. Furthermore, these analyses further promote the rational design of ideal panicle architecture for producing elite crop varieties with high yield^10,11^.

In this study, we performed QTL analysis and identify two QTLs for panicle length from ST-1 (from the Stocked rice collections of Togo field and Nagoya University-1). ST-1 possesses longer panicles than Japanese rice cultivar, Koshihikari. The QTLs were mapped to *PANICLE RACHIS LENGTH5* (*Prl5*) and *PRIMARY BRANCH LENGTH6* (*Pbl6*). *Pbl6* contains *APO1*, a gene previously reported to regulate panicle development. *Prl5* encodes Gibberellin 20 oxidase-4. By combining *Pbl6* and *Prl5*, we produced NILs with longer panicles and increased productivity.

## Results

### Two QTLs regulate panicle length

Natural rice varieties show wide phenotypic variation in panicle length. We selected five natural rice plants characterized by panicle length from the Stocked rice collections of the Togo field and Nagoya University (Fig. 1b). As panicle length is determined by primary branch length and panicle rachis length (Fig. 1a), we measured each organ (Fig. 1g–i). Koshihikari has short panicle like Fig. 1c. Habataki has short panicle rachis but quite long primary branches like Fig. 1e. ST-6 and ST-5 show middle phenotypes between Fig. 1d and f. ST-1 have both longer panicle rachis and primary branches like Fig. 1f. There is a distinct difference between Koshihikari and ST-1 in panicle length and its components (Fig. 1g–i). The main panicles of Koshihikari and ST-1, which has short culms but extremely long panicles (Fig. 2a, b), are ~20 and 35 cm long, respectively (Fig. 1i). Thus, to investigate genes that regulate panicle length, we selected these two rice lines. We produced an F_2_ population derived from a cross between Koshihikari and ST-1 and measured each organ (panicle length, panicle rachis length, and primary branch length) in 96 of these plants. QTL analysis identified two major QTLs for panicle length (with a log_10_ odds [LOD] score >3.0) on chromosomes 5 and 6 (Fig. 2c). Interestingly, we also detected the QTL related to panicle rachis length on chromosomes 5 and the QTL related to primary branch length on chromosomes 6; these QTLs were detected in the same position. The QTL on chromosomes 5, *qPANICLE RACHIS LENGTH5* (*qPrl5*), regulates panicle rachis length. The QTL on chromosomes 6, *qPRIMARY BRANCH LENGTH6* (*qPbl6*), regulates primary branch length. These results indicate that panicle length is regulated independently by *qPrl5* and *qPbl6*.

**Fig. 2:**
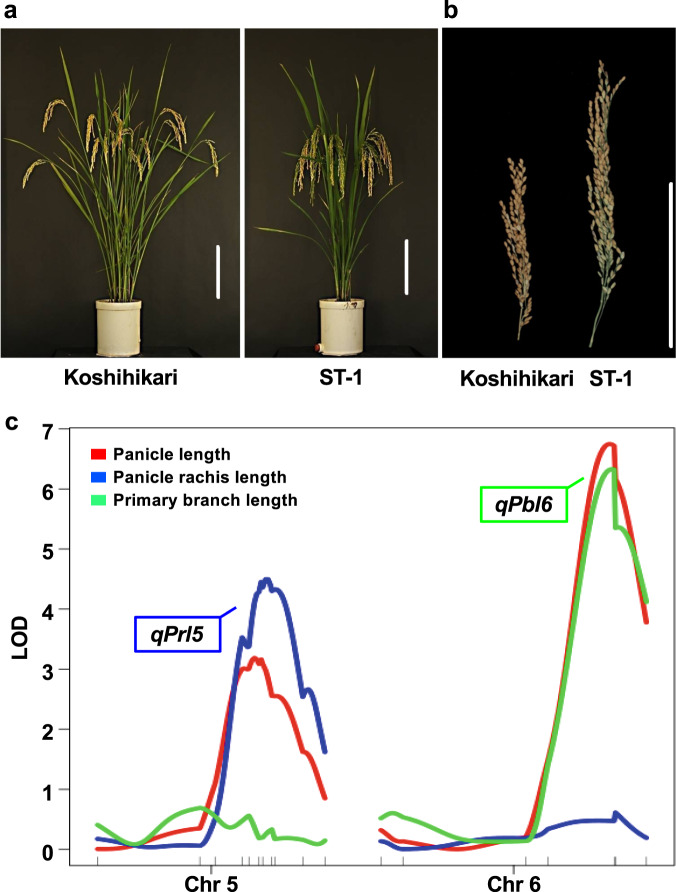
QTL analysis. **a** Gross morphologies of Koshihikari and ST-1. Scale bar: 20 cm. **b** Panicle morphologies of Koshihikari and ST-1. Scale bar: 20 cm. **c** QTL locations for panicle length, panicle rachis length, and primary branch length. Red bars indicate results for panicle length. Blue bars indicate results for panicle rachis length. Green bars indicate results for primary branch length, respectively. QTLs for panicle length and panicle rachis length were detected at the same position on chromosome 5. QTLs for panicle length and primary branch length were detected at the same position on chromosome 6.

### Isolation and characterization of Pbl6

To identify the causal gene for *qPbl6*, we narrowed down the candidate region to a 14.7 kb between markers qPBL6_4 and qPBL6_6 using an F_3_ population derived from the cross between Koshihikari and ST-1. We identified only one gene, *Os06g0665400*, which was annotated as *APO1* encoding an F-box-containing protein (Fig. 3a). The *APO1* allele of indica rice variety, Habataki, increases the diameter of internodes and spikelet number^4^. The sequence of *APO1* in ST-1 completely corresponds with that of the dominant Habataki allele (Fig. 3b). We compared the expression levels of *APO1* in inflorescence meristems. *APO1* was expressed at higher levels in ST-1 compared to Koshihikari during the primary branch initiation stage (Fig. 3c). In addition, we examined primary branch length using *Strong Culm2* (*SCM2*), a near-isogenic line described in Ookawa et al.^4^, by introgressing the Habataki allele into Koshihikari. SCM2 had longer primary branches than Koshihikari (Fig. 3d). These results indicate that *Pbl6* encodes APO1 and that this gene regulates primary branch elongation.

**Fig. 3:**
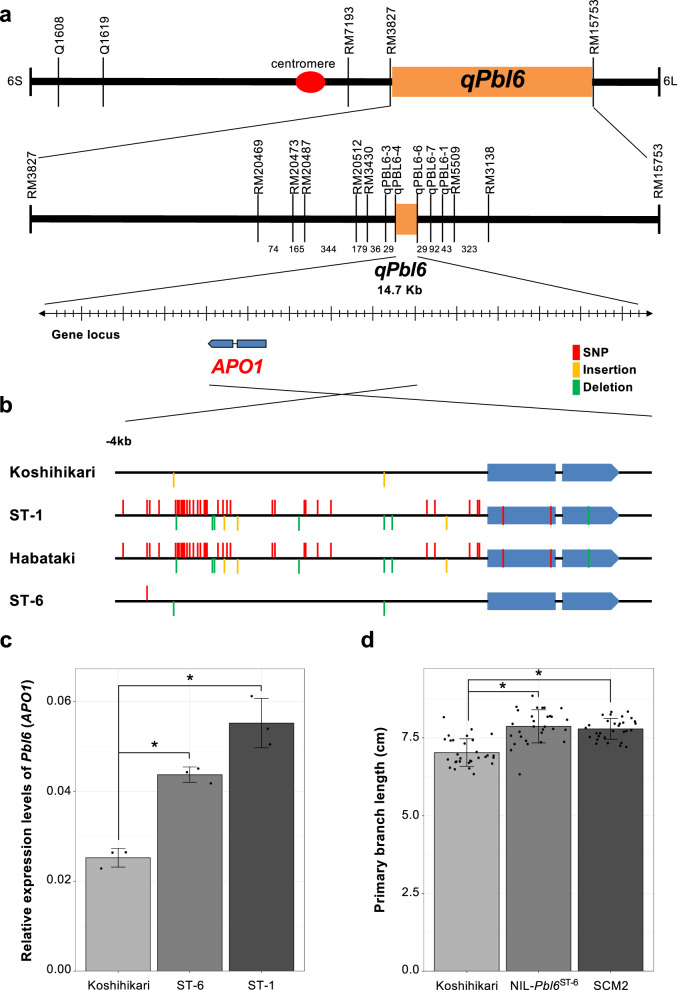
Isolation and characterization of *Pbl6*. **a** The *qPbl6* locus was detected between RM3827 and RM15753 on Chromosome 6. Numbers on the map indicate the number of recombinants. Positional cloning narrowed the *qPbl6* locus to a 14.7-kb region between qPBL6-4 and qPBL6-6 using 2475 plants. Only one gene was predicted to be located in this region by RAP-DB. **b** Sequence differences between Koshihikari, ST-1, Habataki, and ST-6 around the *APO1* region. **c** Relative expression of *Pbl6* (*APO1*) during the primary branch initiation stage by quantitative RT-PCR. Relative expression levels were calibrated based on *Ubiquitin* expression. **d** Comparison of primary branch length between Koshihikari, NIL-*Pbl6*^ST-6^ and SCM2. *n* = 3 in **c**. *n* = 30 plants in **d**. Error bars represent means ± SD. *Significant at the 5% level (Tukey’s significant difference test).

### Isolation and characterization of Prl5

We then attempted to isolate the causal gene for *qPrl5* by positional cloning. Analysis using F_3_ plants narrowed the candidate region to a 28.8 kb area between RM18713 and RM18717 (Fig. 4a, b). The Rice Annotation Project Database (RAP-DB) contains two predicted genes, *Os05g0421900* and *Os05g0422200*, in this region. *Os05g0422200* encodes a conserved hypothetical protein, and *Os05g0421900* encodes *Oryza sativa* gibberellin 20 oxidase-4 (*OsGA20ox4*). This gene is homologous to *OsGA20ox2*, also known as *SEMIDWARF1* (*Sd1*); its null allele produces a semi-dwarf phenotype and was selected during the Green Revolution^12,13^. Despite being a homologous gene of a famous green revolution gene, the function of *OsGA20ox4* has remained unclear. Because the effect of gibberellins (GAs) on cell proliferation is closely involved in the elongation of various plant organs, we focused on *OsGA20ox4*.

**Fig. 4:**
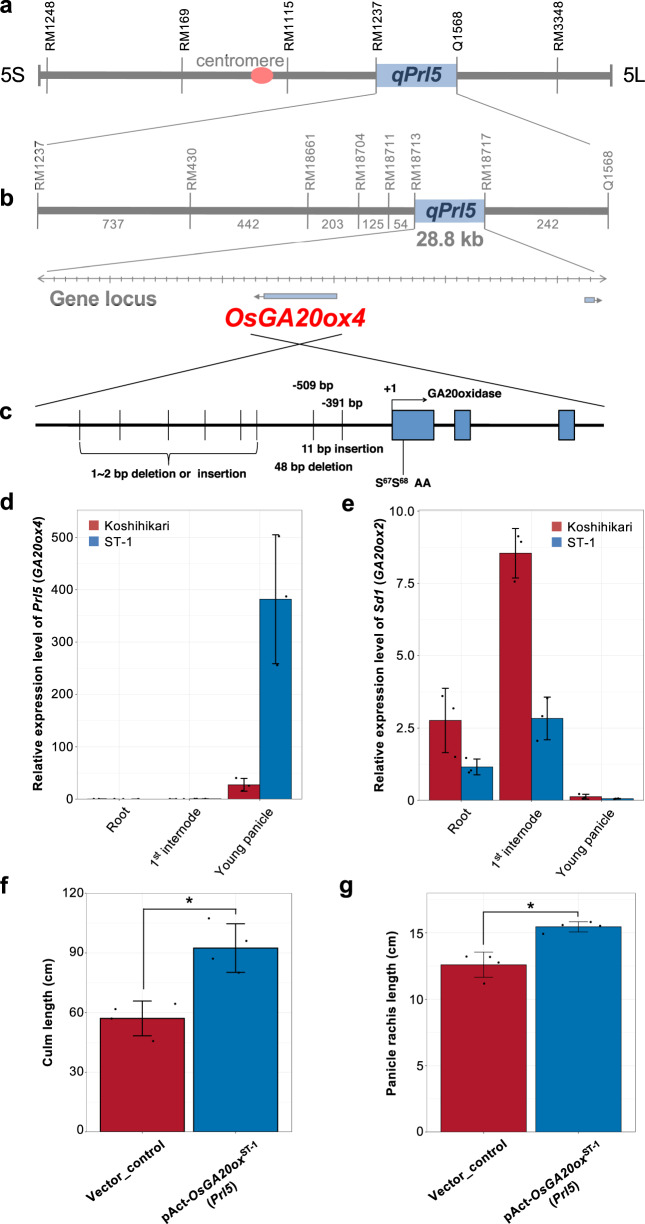
Isolation and characterization of *Prl5*. **a** The *qPrl5* locus was detected between RM1237 and Q1568 on chromosome 5. **b** Numbers on the map indicate the number of recombinants. Positional cloning narrowed the *qPrl5* locus to a 28.8-kb region between RM18713 and RM18717 using 1900 plants. Two genes were predicted to be located in this region by RAP-DB. **c** Sequence differences between Koshihikari and ST-1 around the *OsGA20ox4* region. **d**, **e** Expression analysis of *Prl5* (*GA20ox4*) (**d**) and *Sd1* (*GA20ox2*) (**e**) in roots, first internodes, and young panicles. Relative expression levels were calibrated based on *Ubiquitin* expression. Error bars represent means ± SD (*n* = 3). **f**, **g** Comparison of culm length (**f**) and panicle rachis length (**g**) between plants transformed with an empty vector (vector control) and expression vector for *OsGA20ox4*^*ST-1*^ under the control of the *Actin* promoter. Error bars represent means ± SD (*n* = 4 plants). *Significant at the 5% level (Student’s *t*-test).

First, we compared the sequence of the 12 kb candidate region between the two varieties and identified several deletions and insertions in both the promoter and coding regions (Fig. 4c). GA20ox enzymes catalyze several reactions in the GA biosynthetic pathway to produce precursors that are further converted into bioactive GAs by subsequent enzymes in the pathway^14^. To investigate whether the single nucleotide variants in the coding region of this gene affect enzymatic activity, we compared the enzymatic activities of recombinant GA20OX4^Koshihikari^ and GA20OX4^ST-1^ proteins in the GA biosynthesis pathways. Both proteins showed similar levels of enzymatic activity in the GA biosynthesis pathways (Supplementary Fig. 1). This result indicates that the single nucleotide variants in the *GA20ox4*^*ST-1*^ coding region are not responsible for the high GA biosynthetic activity in ST-1. We further investigated the expression patterns of *OsGA20ox4* to confirm the notion that the base substitution in the *GA20ox4*^*ST-1*^ promoter region is responsible for the longer panicle rachis phenotype of ST-1. Quantitative RT-PCR analysis of *OsGA20ox4* in young panicles revealed that this gene was expressed at higher levels in ST-1 than in Koshihikari (Fig. 4d). *OsGA20ox4* was expressed at low levels in roots and internodes and at high levels in young panicles. These results suggest that the increased expression of *OsGA20ox4* in young panicles promotes panicle rachis elongation in ST-1. To confirm that *OsGA20ox4* is the gene underlying the *Prl5* QTL, we cloned a 1.3 kb cDNA fragment of *OsGA20ox4*, including the coding region of *OsGA20ox4*^ST-1^ (pAct::*OsGA20ox4*^ST-1^), and transformed this genomic fragment into Nipponbare. *OsGA20ox4* was expressed at high levels in the transgenic lines (Supplementary Fig. 2). The transgenic lines had a significantly higher culm length than the vector control (Fig. 4f). This result indicates that *GA20ox4*^*ST-1*^ also has enzymatic activity in vivo. The transgenic lines also had longer panicle rachises than the vector control (Fig. 4g), suggesting that *Prl5* encodes OsGA20ox4, which regulates panicle rachis elongation. The increased expression of *Prl5* presumably leads to higher GA accumulation in inflorescence meristems, resulting in panicle rachis elongation.

### Expression analysis of Prl5 and Pbl6

To clarify the different functions of the homologous genes, *Sd1* and *Prl5*, we compared their expression patterns. *Sd1* was strongly expressed in internodes, with lower expression levels in ST-1 than in Koshihikari (Fig. 4e). *Prl5* was highly expressed in young panicles, with higher expression levels in ST-1 (Fig. 4d). Although *Sd1* and *Prl5* are homologous genes, these organ-specific expression patterns contribute to their different functions. Furthermore, in ST-1, the expression level of *Sd1* was lower but expression level of *Prl5* was higher compared to Koshihikari. These results correspond with the phenotypes of ST-1, with a shorter culm length but longer panicles compared to Koshihikari (Fig. 2a, b).

Because differences in panicle length may appear during the early stages of panicle development, we investigated *Prl5 and Pbl6* expression levels during several stages of panicle development. The expression of *Prl5* was higher in ST-1 vs. Koshihikari during the secondary branch initiation stage and the 3 mm stage (Fig. 5a). The expression level of *Prl5* was highest during the later stage of secondary branch initiation; this trend was observed in both varieties. By contrast, the expression level of *Pbl6* was higher in ST-1 than in Koshihikari during the primary branch initiation stage (Fig. 5b). The expression level of *Pbl6* was higher during the primary branch initiation stage compared to the other stages; this trend was observed in both varieties. *Pbl6* expression was activated first, followed by *Prl5* expression. There were major differences in the timing of expression between *Prl5* and *Pbl6*. *Pbl6* was expressed at the earlier stages of panicle development. A high expression level of *Pbl6* increases the size of the inflorescence meristem^5^, resulting an elongated primary branch length. By contrast, *Prl5* were expressed at later stages.

**Fig. 5:**
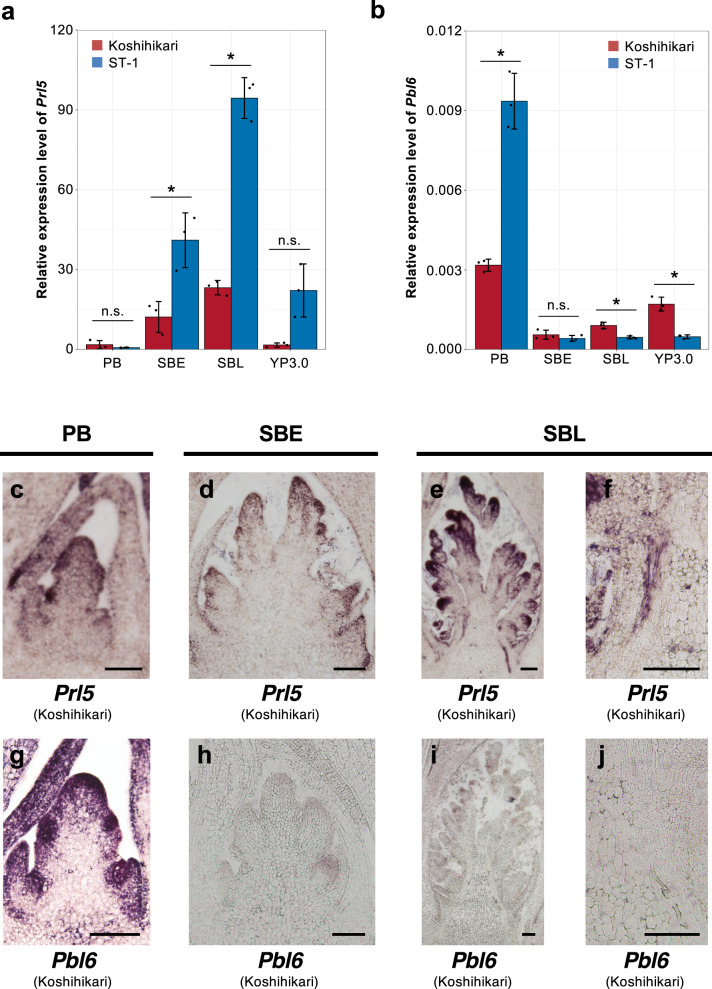
Expression analysis of *Prl5* and *Pbl6*. **a**, **b** Expression analysis of *Prl5* (**a**) and *Pbl6* (**b**) in inflorescence tissue at various developmental stages. PB primary branch initiation stage, SBE secondary branch initiation earlier stage, SBL secondary branch initiation later stage, YP3.0: 3 mm stage of young panicles. Relative expression levels were calibrated based on *Ubiquitin* expression (**a**, **b**). Error bars represent means ± SD (*n* = 3). *Significant at the 5% level (Student’s *t*-test). **c**–**j** In situ hybridization of *Prl5* (**c**–**f**) and *Pbl6* (**g**–**j**) during panicle development in Koshihikari. Panels **c** and **g** are at the stage of primary branch differentiation. Panels **d** and **h** are at the earlier stage of secondary branch differentiation. Panels **e** and **i** are at the later stage of secondary branch differentiation. Panels **f** and **j** are close-up views of vascular bundles at the later stage of secondary branch differentiation. Scale bars: 100 μm.

We also examined the temporal and spatial expression patterns of these genes by in situ hybridization analyses of inflorescences at various developmental stages (Fig. 5c–j). *Pbl6* expression was detected near the primary branch meristems in Koshihikari (Fig. 5g–j). *Prl5* expression was detected near the primary and secondary branch meristems (Fig. 5c–e) and vascular bundles (Fig. 5e, f) in Koshihikari. *SoGA20ox1*, a homolog of *Prl5*, is known to be associated with stem elongation in spinach under long-day (LD) conditions^15,16^. *SoGA20ox1* transcripts were also detected in vascular tissues by in situ hybridization^17^, which is similar to the current results. This suggests that the expression in the vascular bundle is important for regulating panicle rachis elongation.

### Effect of Prl5 and Pbl6 on panicle architecture

As *Prl5* and *Pbl6* leads to increased panicle length, which could greatly alter panicle architecture, we evaluated the effects of the *Prl5* and *Pbl6* loci from ST-1 on panicle architecture. Based on the mapping results, we developed NILs from BC_5_F_2_ populations that contained the *Prl5* and *Pbl6* region from ST-1 in the Koshihikari background (Fig. 6a). The NILs did not differ from one another with respect to plant morphology (Fig. 6b), but their panicle morphology clearly differed (Fig. 6c). We conducted detailed analysis of the panicles of these NILs. The panicle rachises of NIL-*Prl5*^ST-1^ were longer than those of Koshihikari (Fig. 6d). The primary branches of NIL-*Pbl6*^ST-1^ were longer than those of Koshihikari (Fig. 6e). Due to the effects of *Prl5* and *Pbl6*, the panicles of NIL-*Prl5*^ST-1^ + *Pbl6*^ST-1^ were 3.7 cm longer than those of Koshihikari (Fig. 6f).

**Fig. 6:**
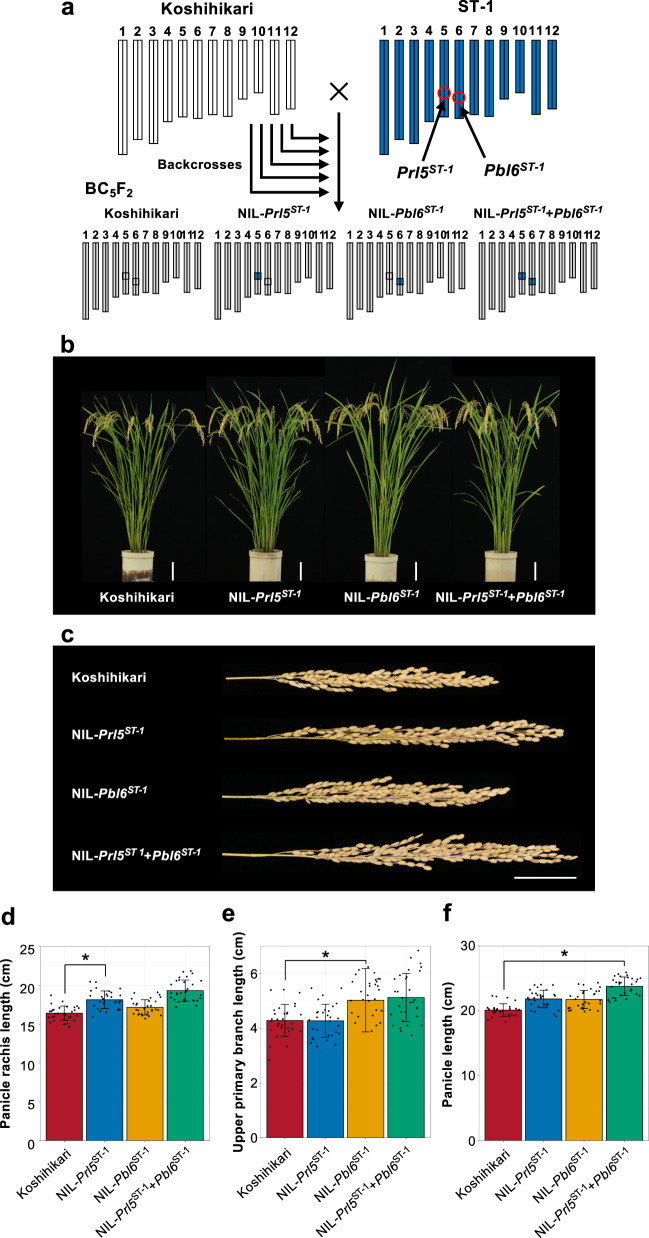
Effects of the two genes on panicle architecture under field conditions. **a** Graphical genotypes of BC_5_F_2_ plants derived from a cross between Koshihikari and ST-1. White and blue bars indicate Koshihikari and ST-1 chromosomes, respectively. Red circles on ST-1 indicate the positions of *Prl5*^ST-1^ and *Pbl6*^ST-1^. **b** Gross morphologies of the NILs. Scale bar: 10 cm. **c** Panicle morphologies of the NILs. Scale bar: 5 cm. **d**–**f** Comparison of panicle traits. **d** Panicle rachis length. **e** Lengths of the three upper primary branches. **f** Panicle length. Error bars represent means ± SD (*n* = 30 plants). *Significant at the 5% level (Tukey’s significant difference test).

Panicle length includes panicle rachis length and the length of the top primary branch. Thus, in the current study, we focused only on upper primary branch length. However, rice plants have many primary branches from the lower to upper axis. Therefore, we investigated whether the effect of *Pbl6* is limited to upper primary branch elongation or if it affects the elongation of every primary branch. We observed every primary branch length from lower to upper axis. The Local Regression (LOESS) curves, which represent the length of every primary branch in all four lines, indicate that *Pbl6* has an effect on upper primary branch elongation (Fig. 7a). Interestingly, this result also suggests that *Prl5* has an effect on lower primary branch elongation (Fig. 7b). In fact, there was no difference in the average length of any primary branch length between NIL-*Prl5*^ST-1^ and NIL-*Pbl6*^ST-1^ (Fig. 7d). The lower primary branches of NIL-*Prl5*^ST-1^ and NIL-*Prl5*^ST-1^ + *Pbl6*^ST-1^ were longer than those of Koshihikari and NIL-*Pbl6*^ST-1^ (Fig. 7e). Due to the combination of these two genes, every primary branch from the lower to upper axis was longer in these lines than in Koshihikari (Fig. 7c).

**Fig. 7:**
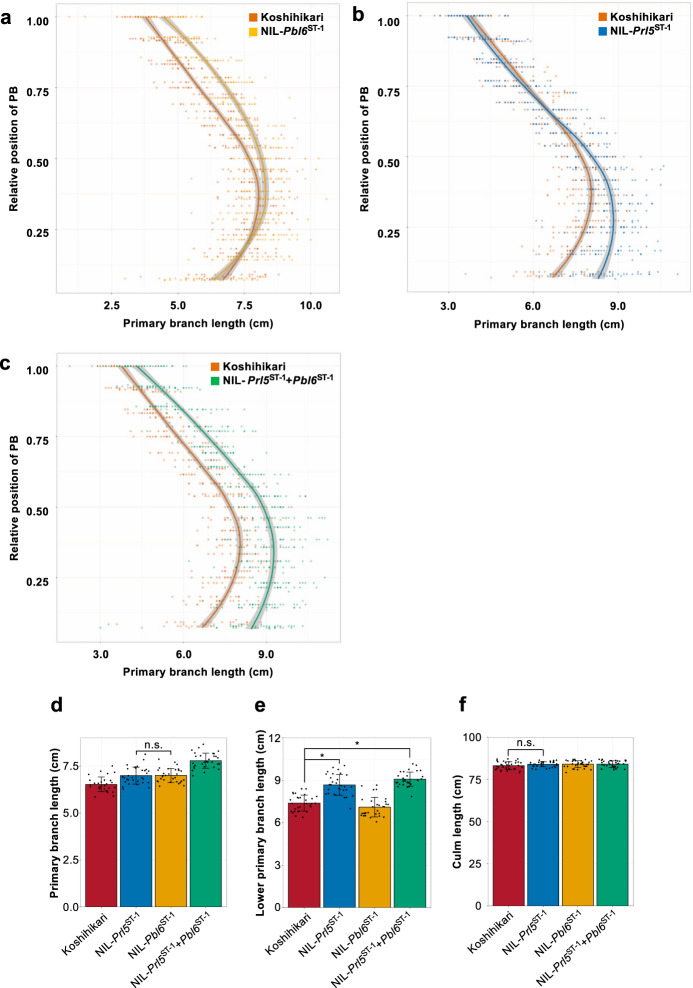
Effects of the two genes on primary branch elongation. **a**–**c** Comparison of every primary branch length. Solid lines show regression curves. Orange line and dots indicate Koshihikari. Yellow line and dots indicate NIL-*Pbl6*^ST-1^ (**a**). Blue line and dots indicate NIL-*Prl5*^ST-1^ (**b**). Green line and dots indicate NIL-*Prl5*^ST-1^ + *Pbl6*^ST-1^ (**c**). *n* = 42 plants. **d**–**f** Comparison of panicle traits and culm length. **d** every primary branch length. **e** Lower three primary branch length. **f** Culm length. Error bars represent means ± SD (*n* = 30 plants in **d** and **e**, *n* = 35 plants in **f**). *Significant at the 5% level (Tukey’s significant difference test).

Detailed observation of panicle architecture revealed that *Prl5* affects panicle rachis and lower primary branch elongation, whereas *Pbl6* affects upper primary branch elongation. *Prl5* was expressed during the secondary branch initiation stage. Higher GA levels in vascular bundles led to panicle rachis elongation (Fig. 5a, e, f). *Prl5* was expressed in the vascular bundles of young panicles, which are located near the lower primary branch meristems, indicating that bioactive GAs promote not only the elongation of the panicle rachis but also the lower primary branches. By combining *Prl5* and *Pbl6* in various ways, we could design plants with panicle architecture like that shown in Fig. 1c–f. Because the morphogenesis of multiple organs occurs simultaneously in parallel during panicle development, *Prl5* and *Pbl6* affect multiple panicle organs. However, when considering only panicle length, we confirmed that *Prl5* and *Pbl6* regulate panicle length independently.

We then evaluated *Prl5* expression in the NIL. The expression level of *Prl5* was higher in the young panicles of NIL-*Prl5*^ST-1^ vs. Koshihikari (Supplementary Fig. 3a). We also examined *Prl5* expression during the later stage of secondary branch initiation by in situ hybridization (Supplementary Fig. 4). We confirmed the expression patterns of *Prl5* in the primary and secondary branch meristems and vascular bundles of all four lines. The expression patterns of NILs were well corresponded with that of Koshihikari. As expected, the expression level of *Prl5* in vascular bundles was stronger in NIL-*Prl5*^ST-1^ and NIL-*Prl5*^ST-1^ + *Pbl6*^ST-1^ than in Koshihikari and NIL-*Pbl6*^ST-1^. To confirm the organ-specific expression of *Prl5*, we compared the expression patterns of *Prl5* and *Sd1* in NIL-*Prl5*^ST-1^ (Supplementary Fig. 3)*. Prl5* was expressed at higher levels in young panicles than in internodes. By contrast, *Sd1* was expressed at higher levels in the internodes of both lines. There was no difference in the expression level of *Sd1* between NIL-*Prl5*^ST-1^ and Koshihikari. In fact, there was no difference in culm length (Fig. 7f). These results suggest that *Prl5* does not affect plant architecture, but it affects only panicle architecture.

Finally, to confirm that the increased expression of *Prl5* in young panicles leads to the increased accumulation of bioactive GA, we quantified GA levels in Koshihikari and NIL-*Prl5*^ST-1^ (Supplementary Fig. 5). The levels of both GA_44_ and GA_20_ were reduced in NIL-*Prl5*^ST-1^. In addition, GA_53_ and GA_24_ levels appeared to be reduced in NIL-*Prl5*^ST-1^, but these differences were not significant. These results suggest that *Prl5* contributes to the increased accumulation of bioactive GA species GA_1_ and GA_4_ during panicle development (see Supplementary Note for detailed discussion).

### Gene expression analysis of the NILs

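RNA of 2-mm stage young panicles was sequenced from Koshihikari, NIL-*Prl5* ST-1, NIL-*Pbl6* ST-1 and NIL-*Prl5* ST-1 + *Pbl6* ST-1, with 3 libraries per line. The authors deposited the number of reads they counted on each of 40722 transcripts of the Rice Annotation Project, without normalization. The total count per library ranged from 20806889 to 24028424 in Koshihikari (median 22036678), from 18844291 to 31760529 in NIL-*Prl5* ST-1 (median 28743497), from 16041196 to 27381841 in NIL-*Pbl6* ST-1 (median 22284355) and from 18851311 to 26873997 in NIL-*Prl5* ST-1 + *Pbl6* ST-1 (median 19342546). Of the 34126 loci, 5187 had more than 1 transcript. The transcripts of a locus often held nearly equal counts, so a read may have been counted more than once and transcripts of a locus are not independent. The counts were normalized by edgeR's TMM method. The 31643 transcripts kept by edgeR's filterByExpr function were tested by its quasi-likelihood test on the 6 libraries of each comparison. The paper gives a P-value of 0.05 as the minimum and does not say whether it was adjusted. A threshold of 0.05 was used here on the unadjusted P-value, and beside it on the Benjamini-Hochberg adjusted p-value. The libraries of a line differed by more than counting noise for every pair. The first principal component of the log2 cpm of 24638 transcripts held 44.8% of the variance and the second held 20.1%. On the first component, Koshihikari replicate 2 lay at 21.6 and the other Koshihikari libraries at -9.93 and -4.42, while NIL-*Prl5* ST-1 replicate 2 lay at 20.0 and the other NIL-*Prl5* ST-1 libraries at 50.2 and 53.8. Counts of changed transcripts depend on these replicates.

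**Figure D1:**
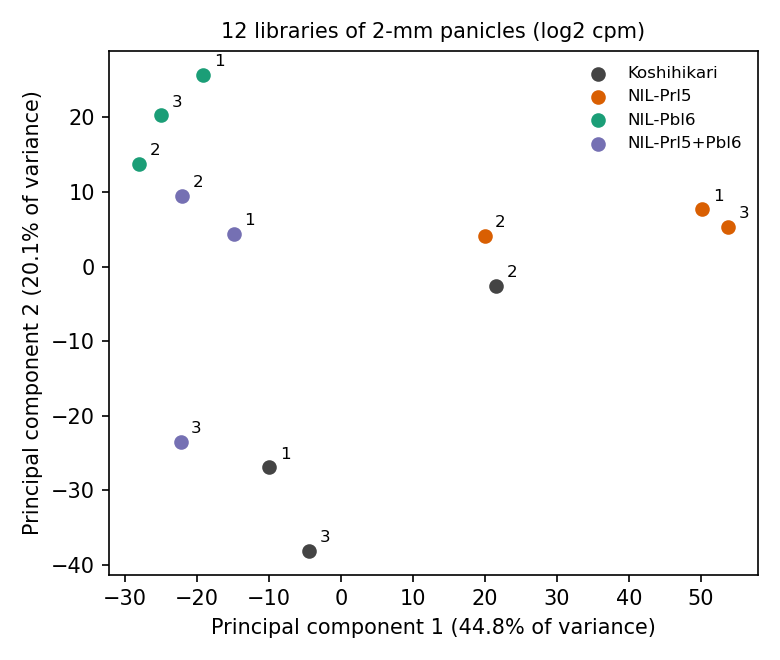
Principal components 1 and 2 of log2 cpm for the 12 libraries, in units of the component scores; each point is a library, colours mark the lines and the figures beside the points are replicate numbers. Koshihikari replicate 2 (21.6) and NIL-*Prl5* ST-1 replicate 2 (20.0) lie side by side on component 1.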

To confirm the effects of *Prl5* and *Pbl6* on panicle length at the gene expression level, we performed RNA-seq analysis to compare the expression patterns of these genes in young panicles of the NILs. The results are shown in Fig. 8a, where the *y* axis represents the changes in gene expression between Koshihikari and NIL-*Prl5*^ST-1^ and the *x* axis represents the changes in gene expression between Koshihikari and NIL-*Pbl6*^ST-1^ in terms of log2 values. 

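The transcript of *Prl5*, Os05t0421900-00 on chromosome 5, was at 2.47 ± 0.274 cpm (SD, n = 3) in Koshihikari and at 2.86 ± 0.144 cpm (SD, n = 3) in NIL-*Prl5* ST-1. Its log2 fold change in NIL-*Prl5* ST-1 was 0.22 (standard error 0.187), with an adjusted p of 0.489 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An exact two-sided permutation test gave p = 0.2, where 3 libraries against 3 allow no p below 0.1. Leaving out each library in turn gave log2 fold changes between 0.13 and 0.30. In NIL-*Pbl6* ST-1 the same transcript was at 3.28 ± 0.518 cpm (SD, n = 3), and in NIL-*Prl5* ST-1 + *Pbl6* ST-1 at 3.89 ± 0.936 cpm (SD, n = 3). The transcript of *Pbl6*, Os06t0665400-01 on chromosome 6, was at 1.69 ± 0.582 cpm (SD, n = 3) in Koshihikari and at 1.41 ± 0.250 cpm (SD, n = 3) in NIL-*Pbl6* ST-1. Its log2 fold change in NIL-*Pbl6* ST-1 was -0.25 (standard error 0.286), with an adjusted p of 0.629 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The exact two-sided permutation test gave p = 0.6. Without Koshihikari replicate 1 the log2 fold change of *Pbl6* was 0.01, so its direction was not resolved. Neither difference had an adjusted p below 0.05 by the edgeR test. For *Pbl6*, the paper reports higher expression in ST-1 than in Koshihikari at the primary branch initiation stage. No library here was labelled as that stage, so that difference was not tested. The paper also finds insertions and deletions in the ST-1 allele of *Prl5*. Whether reads of this allele fail to match the reference was not tested.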

The correlation coefficient was 0.31, suggesting that *Prl5* and *Pbl6* have different biological effects on gene expression. Therefore, *Prl5* and *Pbl6* also regulate panicle length independently at the gene expression level. 

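Over the 31643 transcripts tested, the log2 fold changes in NIL-*Prl5* ST-1 and in NIL-*Pbl6* ST-1 had a Pearson correlation of 0.283 and a Spearman correlation of 0.274. The regression slope of NIL-*Prl5* ST-1 on NIL-*Pbl6* ST-1 was 0.288 and the intercept 0.00456. This correlation is across transcripts, which are not independent replicates, and a jackknife over the 12 libraries gave r a standard error of 0.129. The fold changes of both lines are relative to the same 3 Koshihikari libraries, so r is above 0 without any effect. In 20 simulated sets of unchanged lines set against the same Koshihikari libraries, r had a mean of 0.507 and a range from 0.498 to 0.521. The observed r lay below that range. With separate Koshihikari libraries for the 2 comparisons, the mean r over 6 ways to divide them was 0.121, with a range from -0.0811 to 0.297. Of the other settings, testing all transcripts without a filter moved r most, to 0.427. In the fits that each left out a library, r ranged from 0.197 without NIL-*Prl5* ST-1 replicate 2 to 0.412 without Koshihikari replicate 2. The correlation with NIL-*Prl5* ST-1 + *Pbl6* ST-1 was 0.420 for NIL-*Prl5* ST-1 and 0.686 for NIL-*Pbl6* ST-1, again with shared Koshihikari libraries. With at least 10 counts in every library these correlations were 0.0996 and 0.734, and with chromosomes 5 and 6 left out 0.292 and 0.778.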

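The 4 lines form a design in which the effect of the *Prl5* segment can be measured with and without the *Pbl6* segment. A test of the difference between these effects over all 12 libraries gave 1243 transcripts with an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 657 had a positive and 586 a negative difference. The test takes the *Prl5* segment to be the same in both lines that carry it, but the transcripts lost on chromosome 5 were not the same in them. A transcript absent from every line other than Koshihikari also gives a positive difference without an interaction of the segments. Without adjustment, 9146 transcripts had P below 0.05, where 1582 would be expected from unchanged transcripts. The adjusted count changed with the libraries. It was 7 without NIL-*Pbl6* ST-1 replicate 1 and 7579 without Koshihikari replicate 2, and it also rose without NIL-*Prl5* ST-1 replicate 2. DESeq2 on the same transcripts gave 3123. From the low correlation between the expression changes caused by *Prl5* and *Pbl6*, the paper concludes that these genes act on panicle length independently of each other in gene expression as well.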

Gene Ontology (GO) representation analysis indicated that the biological functions of the two genes are quite different (Fig. 8b, Supplementary Data 3). 

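The 3 sets described here were formed before the data were examined, from words in the transcript descriptions. The words match GO terms listed in the paper's Supplementary Data 3. The paper found these terms in the same libraries, at P below 0.05 by GOseq for *Pbl6* and not for *Prl5*. Low p-values in lines with the *Pbl6* segment are therefore not independent support. The sets were tested by limma's camera, with adjustment over 12 tests of 4 sets in 3 comparisons. The photosynthesis set of 59 transcripts was higher in NIL-*Prl5* ST-1 (median log2 fold change 0.35, 48 of 59 transcripts higher, camera with Benjamini-Hochberg adjustment, adjusted p = 4.6e-06). In NIL-*Pbl6* ST-1 the same set was lower (median log2 fold change -0.27, 46 of 59 transcripts lower, camera with Benjamini-Hochberg adjustment, adjusted p = 0.00028), but without Koshihikari replicate 2 this adjusted p was 0.096. The heat shock set of 285 transcripts was higher in NIL-*Pbl6* ST-1 (median log2 fold change 0.12, 191 transcripts higher, camera with Benjamini-Hochberg adjustment, adjusted p = 5.6e-05) and in NIL-*Prl5* ST-1 (median log2 fold change 0.07, 175 transcripts higher, camera with Benjamini-Hochberg adjustment, adjusted p = 0.036). The circadian clock set of 8 transcripts was lower in NIL-*Pbl6* ST-1 (median log2 fold change -0.27, 6 of 8 transcripts lower, camera with Benjamini-Hochberg adjustment, adjusted p = 0.0061) and higher in NIL-*Prl5* ST-1 (median log2 fold change 0.26, 7 of 8 transcripts higher, camera with Benjamini-Hochberg adjustment, adjusted p = 0.024). Under fry, which estimates the correlation between transcripts, the calls for heat shock and clock transcripts remained below 0.05 and those for photosynthesis did not. The camera calls for the heat shock and clock sets in NIL-*Prl5* ST-1 did not hold in every fit: without Koshihikari replicate 2 the adjusted p was 0.096 for the heat shock and for the clock set, and with at least 10 counts in every library 0.062 and 0.119. Summing the transcripts of each locus raised the adjusted p by camera to 0.090 for heat shock in NIL-*Prl5* ST-1 and to 0.092 for the clock set in NIL-*Pbl6* ST-1. In the paper's Supplementary Data 3, 63 of 77 GO terms have P below 0.05 for *Pbl6*, 18 for *Prl5* and 4 for both, as the paper's values.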

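A set of 159 transcripts of 132 loci described as expansins, cellulose synthases, xyloglucan or pectin enzymes and other cell wall proteins was also fixed before the data were examined, as no GO annotation was used here. It stands for the GO term cell wall organization, which the paper found for *Prl5* in these same libraries. The paper's over-representation has no direction, while camera tests for a shared shift, so over-representation was not tested. In NIL-*Prl5* ST-1, 66 transcripts of this set were higher and 93 lower than in Koshihikari, with a median log2 fold change of -0.08 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.090). With only transcripts that had at least 10 counts in every library, the adjusted p of this decrease was 0.040, and in the fits that each left out a library it ranged from 0.015 to 0.32. In NIL-*Pbl6* ST-1 the set was higher (median log2 fold change 0.06, 84 transcripts higher, camera with Benjamini-Hochberg adjustment, adjusted p = 0.024), and likewise in NIL-*Prl5* ST-1 + *Pbl6* ST-1 (median log2 fold change 0.06, 93 transcripts higher, camera with Benjamini-Hochberg adjustment, adjusted p = 0.017). Neither increase passed 0.05 under fry, where the adjusted p-values were 0.096 and 0.149. Without Koshihikari replicate 2 the camera values rose to 0.096 in NIL-*Pbl6* ST-1 and 0.071 in NIL-*Prl5* ST-1 + *Pbl6* ST-1. Single transcripts of the set with an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 2 lower in NIL-*Prl5* ST-1, 15 higher and 2 lower in NIL-*Pbl6* ST-1, and 6 higher in NIL-*Prl5* ST-1 + *Pbl6* ST-1.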

GO terms involved in cell wall organization (GO:0071555) was enriched, implying that *Prl5* closely related to cell elongation of vascular bundle in young panicle. Consistent with *Pbl6*’s role, GO terms associated with meristem initiation (GO:0010014) was enriched. These results also strongly suggest that *Prl5* and *Pbl6* regulate panicle length independently.

**Fig. 8:**
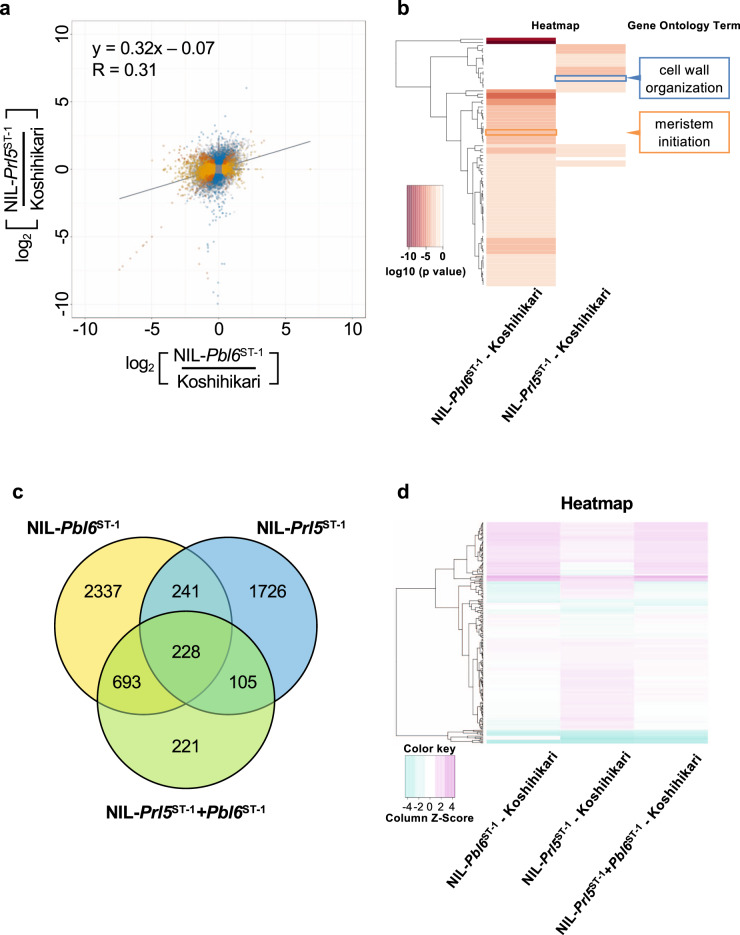
Comparison of the gene expression patterns of the NILs. **a** RNA was extracted from 2-mm stage young panicles of Koshihikari, NIL-*Prl5*^ST-1^, NIL-*Pbl6*^ST-1^, and NIL-*Prl5*^ST-1^ + *Pbl6*^ST-1^ and used for RNA sequencing. The *y* axis shows the log2 ratios of the changes in gene expression between Koshihikari and NIL-*Prl5*^ST-1^, whereas the *x* axis shows the log2 ratios of the changes in gene expression between Koshihikari and NIL-*Pbl6*^ST-1^. The solid line represents the regression line. *y* = 0.32 X −0.07, *R* = 0.31. Yellow dots indicate genes whose expression levels changed in NIL-*Pbl6*^ST-1^ compared with Koshihikari. Blue dots represent genes whose expression levels changed in NIL-*Prl5*^ST-1^ compared with Koshihikari. Orange dots represent common genes whose expression levels changed in both NIL-*Prl5*^ST-1^ and NIL-*Pbl6*^ST-1^. Gray dots represent other genes. **b** Heatmap show the *P*-value (*P* < 0.05 cutoff) significance of GO terms for *Prl5* and *Pbl6* target genes. The GO terms listed are the characteristic enriched biological process GO terms for each *Prl5* (blue) and *Pbl6* (orange). The complete GO term lists and their significance levels are given in Supplementary Data 3. **c** Venn diagram of genes upregulated or downregulated in NIL-*Prl5*^ST-1^ (shown in the blue circle), NIL-*Pbl6*^ST-1^ (shown in the yellow circle), and NIL-*Prl5*^ST-1^ + *Pbl6*^ST-1^ (shown in the green circle). **d** Heatmap of the expression patterns of the 228 common genes. The expression levels of these 228 genes changed in all three NILs compared with Koshihikari. The expression level of each gene compared with expression in Koshihikari is shown on the map. Red and blue indicate higher and lower expression, respectively. A color scale is shown at the bottom.

RNA-seq analysis revealed 5551 differentially expressed genes in NIL-*Prl5*^ST-1^, NIL-*Pbl6*^ST-1^, and NIL-*Prl5*^ST-1^ + *Pbl6*^ST-1^ compared to Koshihikari (Fig. 8c, Supplementary Data 1 and 2). 

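At P below 0.05, 7894 transcripts differed from Koshihikari in NIL-*Prl5* ST-1, 8009 in NIL-*Pbl6* ST-1 and 4357 in NIL-*Prl5* ST-1 + *Pbl6* ST-1, and 14655 differed in at least 1 of these lines. About 1582 of the 31643 transcripts would have P below 0.05 in each comparison without any effect. In simulated unchanged lines that share the Koshihikari libraries, between 3718 and 3930 transcripts passed in at least 1 line. After Benjamini-Hochberg adjustment of the quasi-likelihood test in edgeR, 235 transcripts differed in NIL-*Prl5* ST-1 (121 higher and 114 lower), 2686 in NIL-*Pbl6* ST-1 (972 higher and 1714 lower) and 685 in NIL-*Prl5* ST-1 + *Pbl6* ST-1 (273 higher and 412 lower), and 2928 differed in at least 1 line. The adjusted count in NIL-*Prl5* ST-1 was 63 without Koshihikari replicate 1, 6574 without Koshihikari replicate 2 and 3568 without NIL-*Prl5* ST-1 replicate 2. In NIL-*Pbl6* ST-1 it ranged from 1067 without NIL-*Pbl6* ST-1 replicate 1 to 7326 without Koshihikari replicate 2, and in NIL-*Prl5* ST-1 + *Pbl6* ST-1 from 270 without NIL-*Prl5* ST-1 + *Pbl6* ST-1 replicate 2 to 837 without Koshihikari replicate 2. Of the other settings, one fit over all 12 libraries moved the count in NIL-*Prl5* ST-1 most, to 3635.

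**Figure D2:**
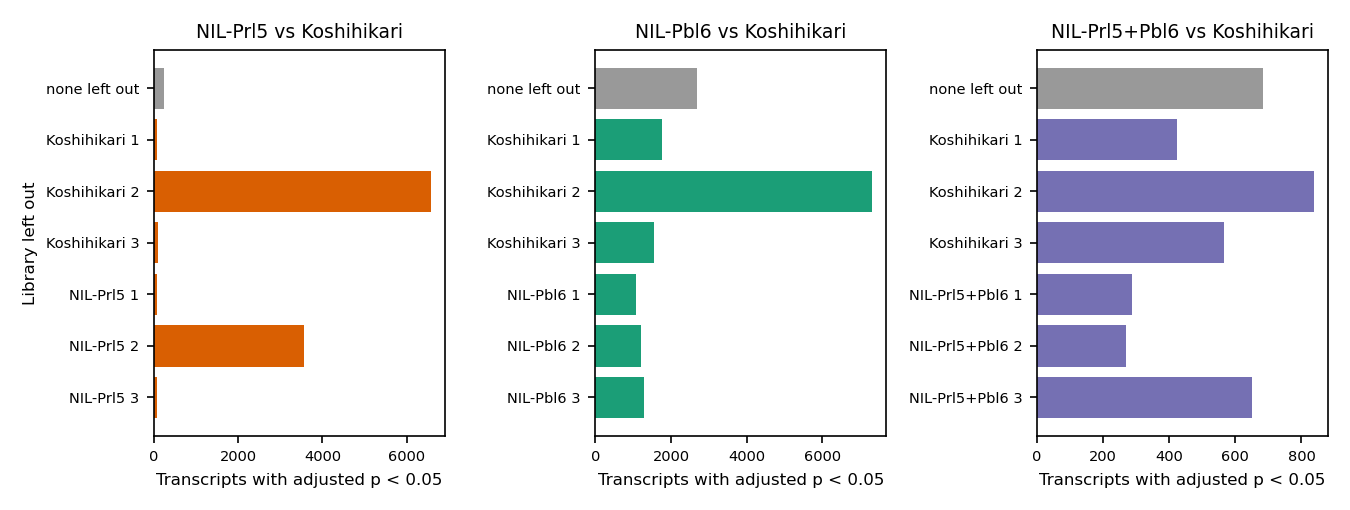
Number of transcripts with an adjusted p below 0.05 in each line against Koshihikari (x axis, transcripts) when no library or each library in turn is left out (y axis); gray bars show all 6 libraries. Without Koshihikari replicate 2 the number rises to 6574 in NIL-*Prl5* ST-1 and 7326 in NIL-*Pbl6* ST-1.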

*Prl5* regulates 1726 genes and *Pbl6* regulates 2337 genes independently. It is highly likely that the 228 common genes with differential expression patterns between Koshihikari and other NILs are closely associated with panicle rachis and primary branch elongation. 

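At P below 0.05, 5169 transcripts differed in NIL-*Prl5* ST-1 only and 3769 in NIL-*Pbl6* ST-1 only, and after adjustment of the edgeR P-values these counts were 107 and 2103. Without Koshihikari replicate 2, the adjusted counts were 3764 and 4149. Without NIL-*Prl5* ST-1 replicate 1 the adjusted count in NIL-*Prl5* ST-1 only was 6, and without NIL-*Pbl6* ST-1 replicate 1 that in NIL-*Pbl6* ST-1 only was 607. Simulated unchanged lines gave between 987 and 1112 transcripts at P below 0.05 for the first line only. Of the 235 transcripts with an adjusted p below 0.05 in NIL-*Prl5* ST-1, 78 were on chromosome 5, which carries *Prl5*, or 33.2% against 8.29% of the transcripts tested (Fisher's exact test, two-sided, p = 1.3e-27, with transcripts that are not independent). Without Koshihikari replicate 2 this share was 9.37%, and it also fell without NIL-*Prl5* ST-1 replicate 2. Of the 2686 transcripts in NIL-*Pbl6* ST-1, 207 were on chromosome 6, which carries *Pbl6*, or 7.71% against 8.08% of those tested (Fisher's exact test, two-sided, p = 0.482). By a rule set before the data were examined, the transcripts with the largest fitted log2 fold changes and no overlap between lines are named here. Where a line has counts of 0 or close to it, the fitted change does not rank the size of a decrease. The decreases that the rule gave in NIL-*Prl5* ST-1 were those of Os05t0439200-01, at least 353-fold lower, of Os05t0390932-01, at least 196-fold lower, and of Os05t0414400-02, at least 96.1-fold lower. Os05t0475550-00 was at least 21.2-fold higher in NIL-*Prl5* ST-1, followed by Os05t0399300-01 and Os11t0167800-01 with log2 fold changes of 2.79 and 2.12. In NIL-*Pbl6* ST-1, Os05t0501001-01 was at least 38.5-fold higher, followed by Os02t0650800-00 and Os01t0530100-01 with log2 fold changes of 3.24 and 2.48, and Os04t0590366-00, at least 50.9-fold lower, was the first of the decreases by fitted change. The remaining transcripts that this rule gave for NIL-*Pbl6* ST-1, Os01t0523800-00 and Os11t0205200-00, also fell to at most 3 counts in every NIL-*Pbl6* ST-1 library. These decreases and that of Os04t0590366-00 were not particular to NIL-*Pbl6* ST-1. The same transcripts had counts of 0 in every NIL-*Prl5* ST-1 and NIL-*Prl5* ST-1 + *Pbl6* ST-1 library. In NIL-*Prl5* ST-1 + *Pbl6* ST-1 the rule gave Os05t0475550-00, at least 18.0-fold higher, Os02t0650800-00 and Os05t0399300-01, with log2 fold changes of 4.03 and 2.40, Os05t0439200-01, at least 310-fold lower, and Os05t0414400-02 and Os05t0414400-01, at least 84.5-fold and 64.1-fold lower. All of these had adjusted p-values below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in all fits that left out a library.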

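At P below 0.05, 941 transcripts differed from Koshihikari in all 3 lines. Shared Koshihikari libraries alone gave between 109 and 146 such transcripts in 20 simulated sets of unchanged lines, with a mean of 124. After Benjamini-Hochberg adjustment of the edgeR P-values, 53 transcripts differed in all 3 lines. The unadjusted count was 616 without Koshihikari replicate 1 and 1934 without Koshihikari replicate 2, and the adjusted count was 22 and 309 in the same fits. Among the other settings, edgeR's exact test moved the adjusted count most, to 248.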

To compare the expression patterns of the 228 common differentially expressed genes, we constructed a heatmap (Fig. 8d). 

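The transcript of *BETA-EXPANSIN7*, Os03t0102700-01, was at 18.0 ± 2.49 cpm (SD, n = 3) in Koshihikari, 25.5 ± 2.10 cpm in NIL-*Prl5* ST-1, 32.9 ± 4.25 cpm in NIL-*Pbl6* ST-1 and 28.8 ± 2.68 cpm in NIL-*Prl5* ST-1 + *Pbl6* ST-1. Its log2 fold change was 0.50 in NIL-*Prl5* ST-1 (standard error 0.127, adjusted p = 0.073), 0.87 in NIL-*Pbl6* ST-1 (standard error 0.126, adjusted p = 0.0015) and 0.67 in NIL-*Prl5* ST-1 + *Pbl6* ST-1 (standard error 0.122, adjusted p = 0.015), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Every library of each line was above every Koshihikari library (exact two-sided permutation test, p = 0.1 in each line, the smallest that 3 libraries against 3 allow). Without Koshihikari replicate 2 the log2 fold change in NIL-*Prl5* ST-1 was 0.56 and its adjusted p was 0.016 by the same edgeR test, and over all fits that left out a library this adjusted p ranged from 0.016 to 0.31. In the other settings it ranged from 0.013 with edgeR's exact test to 0.25 with the replicate number as a block. The adjusted p in NIL-*Prl5* ST-1 + *Pbl6* ST-1 ranged from 0.0055 to 0.088 over the fits that left out a library, and that in NIL-*Pbl6* ST-1 from 2.9e-05 to 0.012. The table gives no transcript the name *CELLULOSE SYNTHASE LIKE F2*, so none was analysed under that name. A pair of transcripts described as mixed-linked glucan synthase 2 was chosen after the values were seen. Whether either belongs to the gene that the paper names was not established. Os07t0552800-02 had at most 3 counts in each Koshihikari library and was at least 2.96-fold higher in NIL-*Prl5* ST-1, 7.26-fold higher in NIL-*Pbl6* ST-1 and 7.68-fold higher in NIL-*Prl5* ST-1 + *Pbl6* ST-1, with adjusted p-values of 0.076, 0.00091 and 0.0028 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so not below 0.05 in NIL-*Prl5* ST-1. The other, Os07t0553000-00, had log2 fold changes of 0.72, 2.18 and 2.33 in these lines, with adjusted p-values of 0.377, 0.0062 and 0.014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With a library left out, the last rose to up to 0.086. Both are rare transcripts, at no more than 1.33 cpm in any line.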

Several genes had the same expression patterns in all three NILs, including *BETA-EXPANSIN7* and *CELLULOSE SYNTHASE LIKE F2*, which have important roles in cell elongation. Furthermore, the expression patterns of these genes in NIL-*Prl5*^ST-1^ and NIL-*Pbl6*^ST-1^ were quite different, whereas those in NIL-*Pbl6*^ST-1^ and NIL-*Prl5*^ST-1^ + *Pbl6*^ST-1^ were quite similar. 

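Over the 941 transcripts with P below 0.05 in all 3 lines, the log2 fold changes of NIL-*Pbl6* ST-1 and NIL-*Prl5* ST-1 + *Pbl6* ST-1 had a Pearson correlation of 0.837, and 98.8% had the same sign. For NIL-*Prl5* ST-1 and NIL-*Pbl6* ST-1 the correlation was 0.469, and 56.0% of the signs were the same. For NIL-*Prl5* ST-1 and NIL-*Prl5* ST-1 + *Pbl6* ST-1 it was 0.747, with 57.2% of the same sign. Lines that share Koshihikari libraries and do not differ from it gave higher values for transcripts chosen in this way. In 20 simulated sets the mean correlation was 0.955 for the lines in the place of NIL-*Pbl6* ST-1 and NIL-*Prl5* ST-1 + *Pbl6* ST-1 and 0.951 for those in the place of NIL-*Prl5* ST-1 and NIL-*Pbl6* ST-1, and a mean of 99.8% of the signs were the same for either pair. The jackknife standard error was 0.0425 for NIL-*Pbl6* ST-1 and NIL-*Prl5* ST-1 + *Pbl6* ST-1, 0.167 for NIL-*Prl5* ST-1 and NIL-*Pbl6* ST-1 and 0.131 for NIL-*Prl5* ST-1 and NIL-*Prl5* ST-1 + *Pbl6* ST-1. For the shares of the same sign it was 0.619, 23.7 and 24.0 percentage points in the same order. The share for NIL-*Prl5* ST-1 and NIL-*Pbl6* ST-1 ranged from 40.8% without NIL-*Prl5* ST-1 replicate 2 to 79.1% without Koshihikari replicate 2. Among transcripts with at least 10 counts in every library, the correlations were 0.902 for NIL-*Pbl6* ST-1 and NIL-*Prl5* ST-1 + *Pbl6* ST-1, 0.0587 for NIL-*Prl5* ST-1 and NIL-*Pbl6* ST-1 and 0.239 for NIL-*Prl5* ST-1 and NIL-*Prl5* ST-1 + *Pbl6* ST-1. These values are across transcripts, which are not independent.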

Unexpectedly, among the 228 common genes, *Pbl6* appeared to function upstream of *Prl5* at the gene expression level. 

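Comparing NIL-*Prl5* ST-1 + *Pbl6* ST-1 with each single line gives the effect of adding the other segment. Against NIL-*Pbl6* ST-1, 246 transcripts differed in NIL-*Prl5* ST-1 + *Pbl6* ST-1 (121 higher and 125 lower) with an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against NIL-*Prl5* ST-1, 8021 transcripts differed (4181 higher and 3840 lower) by the same edgeR test and adjustment. The first count was 95 without NIL-*Pbl6* ST-1 replicate 1 and 750 without NIL-*Prl5* ST-1 + *Pbl6* ST-1 replicate 2, and the second was 3883 without NIL-*Prl5* ST-1 replicate 1 and 11158 without NIL-*Prl5* ST-1 replicate 2. Without adjustment, 5042 and 11992 transcripts had P below 0.05. Of the 246 transcripts, 114 were on chromosome 5, or 46.3%.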

Expression analysis of Koshihikari and ST-1 revealed that *Pbl6* is expressed first, followed by *Prl5* (Fig. 5a, b). *Pbl6* has stronger effects on panicle development in NIL-*Prl5*^ST-1^ + *Pbl6*^ST-1^, as it was expressed at an earlier stage of panicle development. The differences in the timing of the highest expression levels of *Prl5* and *Pbl6* result in the similar expression patterns of the 228 common genes in NIL-*Pbl6*^ST-1^ and NIL-*Prl5*^ST-1^ + *Pbl6*^ST-1^.

### Effects of Prl5 and Pbl6 on yield performance

We further evaluated the effects of *Prl5* and *Pbl6* on yield performance under filed condition. NIL-*Prl5*^ST-1^ showed no obvious effect on panicle branching (Fig. 9a–c). As *Prl5* does not have pleiotropic effects, we could alter only panicle length by introducing *Prl5* while maintaining variation-specific branching numbers. NIL-*Pbl6*^ST-1^ produced more spikelets per panicle than Koshihikari due to an increase in branch number (Fig. 9a–c). *Pbl6* had pleiotropic effects not only primary branch length but also on panicle branching. Although both *Prl5* and *Pbl6* led to increased panicle length, there were distinct differences between the functions of these two genes. The introgression of *Prl5* and *Pbl6* had no effects on panicle number (Fig. 9d). NIL-*Pbl6*^ST-1^ showed higher yields than Koshihikari due to increased grain number per panicle. NIL-*Prl5*^ST-1^ + *Pbl6*^ST-1^ had the highest yield among lines (Fig. 9e). These results suggest that combining *Prl5* with a gene related to panicle branching and total yields, such as *Pbl6*, represents an efficient method for breeding higher yielding rice varieties.

**Fig. 9:**
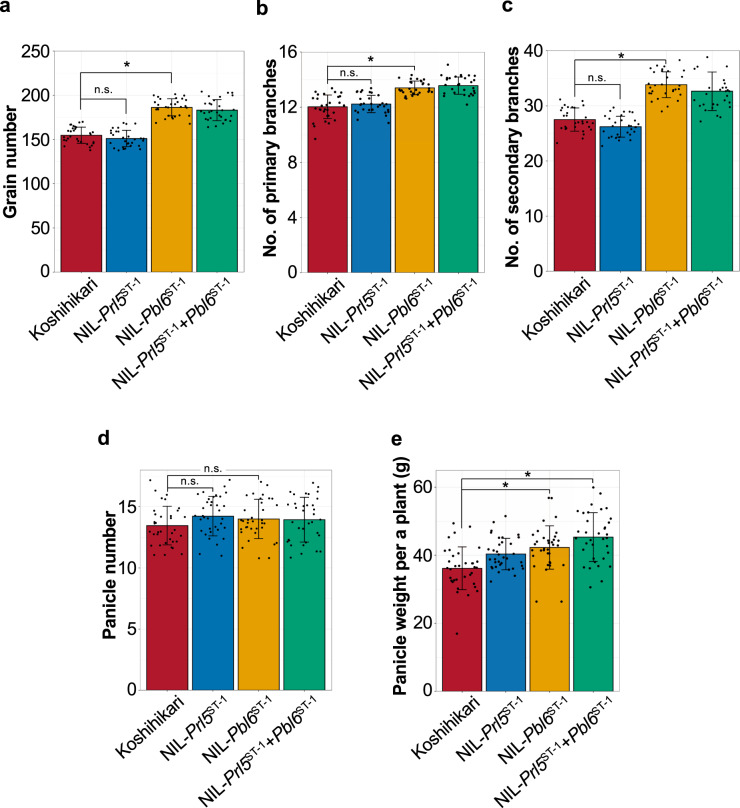
Effects of two genes on yield performance under field conditions. **a**–**e** Comparison of yield traits. **a** Grain number. **b** Number of primary branches. **c** Number of secondary branches. **d** Panicle number. **e** Panicle weight per plant. *n* = 30 plants in **a**–**c**; *n* = 35 plants in **d**, **e**. Error bars represent means ± SD. *Significant at the 5% level (Tukey’s significant difference test).

*GNP1* (*grain number per panicle1*) encodes *OsGA20ox1*^18^. Wu et al. proposed that the upregulation of *GNP1/GA20ox1* in the inflorescence meristems increases cytokinin activity via KNOX-mediated feedback regulation and increases GA catabolic activity. As a result, this process increases cytokinin activity, thereby rebalancing cytokinin and GA activity and increasing grain number and grain yield. However, in the current study, the increased expression of *Prl5* did not affect grain number (Fig. 9a), perhaps due to the expression levels and temporal expression patterns of other genes. 

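The first transcript of *GNP1/GA20ox1*, Os03t0856700-01, was at 42.8 ± 4.09 cpm (SD, n = 3) in Koshihikari and at 33.6 ± 1.33 cpm (SD, n = 3) in NIL-*Prl5* ST-1. Its other transcript, Os03t0856700-02, held nearly the same counts, so reads of this locus may have been counted on both. The transcript of *Sd1/GA20ox2*, Os01t0883800-01, was at 0.907 ± 0.349 cpm (SD, n = 3) in Koshihikari and at 1.36 ± 0.0760 cpm (SD, n = 3) in NIL-*Prl5* ST-1. Within libraries, the ratio of *GNP1/GA20ox1* to *Sd1/GA20ox2* had a mean of 51.6 in Koshihikari and 24.7 in NIL-*Prl5* ST-1, and the ratio to *Prl5/GA20ox4* a mean of 17.5 and 11.8. The log2 fold change of Os03t0856700-01 in NIL-*Prl5* ST-1 was -0.34 (standard error 0.105, adjusted p = 0.096), and that of *Sd1/GA20ox2* was 0.57 (standard error 0.294, adjusted p = 0.245), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without Koshihikari replicate 2, the adjusted p of Os03t0856700-01 fell to 0.018 by this edgeR test, with a log2 fold change of -0.41. The log2 fold change of *Sd1/GA20ox2* was 0.35 without Koshihikari replicate 2 and 0.90 without Koshihikari replicate 3. For both genes the libraries of Koshihikari and NIL-*Prl5* ST-1 did not overlap (exact two-sided permutation test, p = 0.1).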

The expression level of *GNP1/GA20ox1* was much higher than that of *Sd1/GA20ox2* and *Prl5/GA20ox4* in both Koshihikari and NIL-*Prl5*^*ST-1*^ (Supplementary Fig. 6a). In addition, the expression patterns of four *KNOX* genes in panicle meristems, including *OSH1*, *OSH6*, *OSH15*, and *OSH71*, did not differ between Koshihikari and NIL-*Prl5*^*ST-1*^ (Supplementary Fig. 6b). Consequently, the levels of several endogenous cytokinins and cytokinin biosynthesis intermediates did not differ between Koshihikari and NIL-*Prl5*^*ST-1*^ (Supplementary Fig. 7). These results suggest that moderately strong expression of *Pr15/GA20ox4* with no induction of *KNOX* genes or active cytokinin production affects panicle rachis length but not grain number. 

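Of the *KNOX* genes, *OSH6*, *OSH15* and *OSH71* could be matched to transcripts through their names, and *OSH1* was not analysed here. *OSH6* (Os01t0302500-01) was at 61.7 ± 3.87 cpm (SD, n = 3) in Koshihikari and 57.2 ± 5.63 cpm (SD, n = 3) in NIL-*Prl5* ST-1. *OSH15* (Os07t0129700-01) was at 125 ± 5.24 cpm (SD, n = 3) in Koshihikari and 101.1 ± 21.9 cpm (SD, n = 3) in NIL-*Prl5* ST-1. *OSH71* (Os05t0129700-01) was at 37.3 ± 1.81 cpm (SD, n = 3) in Koshihikari and 39.0 ± 1.89 cpm (SD, n = 3) in NIL-*Prl5* ST-1. Their log2 fold changes were -0.11, -0.31 and 0.07, with standard errors of 0.107, 0.140 and 0.0994. None of the 3 had an adjusted p below 0.05 in NIL-*Prl5* ST-1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted over the list alone or over all transcripts, and 1, *OSH15*, had P below 0.05 without adjustment. The adjusted p of *OSH15* was 0.198 over all transcripts in edgeR, and 0.033 without NIL-*Prl5* ST-1 replicate 2, with a log2 fold change of -0.48. A fold change of the size of the standard errors would not be detectable with these libraries.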

An effect on length but not branching is a key feature of *Prl5/GA20ox4*.

### Isolation and characterization of novel Pbl6 allele

Our analysis showed the possibility that panicle architecture greatly alters depending on the expression levels of *Prl5* and *Pbl6*. To confirm genetically whether these two genes can generate tremendous morphological diversity in rice panicle, we explored novel alleles of two genes and investigated the relationship between expression levels and panicle phenotypes. Koshihikari and ST-6, which have longer panicle length next to ST-1, were chosen for parental varieties (Fig. 1i). We produced F_2_ population derived a cross between Koshihikari and ST-6 and measured panicle phenotypes in these plants. QTL analysis identified one QTL for primary branch length on chromosomes 6. Positional cloning narrowed the candidate region and identified only one gene, *Pbl6*. The sequence of *Pbl6* in ST-6 is different from the Habataki and ST-1 allele (Fig. 3b). The expression level of *Pbl6* in ST-6 was higher than Koshihikari but lower than ST-1 (Fig. 3c). Using BC_5_F_2_ population generated from the cross between Koshihikari and ST-6, NIL carrying the ST-6 *Pbl6* allele was selected. NIL-*Pbl6*^ST-6^ had longer primary branches than koshihikari (Fig. 3d). These results indicate that *Pbl6* regulates primary branch length also in ST-6. Since there was only a difference in the promoter region between the sequence of *Pbl6* in Koshihikari and ST-6, we concluded that the effect on the primary branch length is due to the different expression level. There was no difference in the upper primary branch length between NIL-*Pbl6*^ST-6^ and Koshihikari (Supplementary Fig. 8a). However, the Local Regression (LOESS) curves indicate that, consistent with the expression levels (Fig. 3c), the effect of *Pbl6*^ST-6^ is moderate compare to that of *Pbl6*^ST-1^ (Supplementary Fig. 8b). These results suggest that *Pbl6*^ST-6^ is a different allele, which has moderate effects on primary branch elongation. We further evaluated the effect of *Pbl6*^ST-6^ on yield performance under field condition. The NIL-*Pbl6*^ST-6^ produced more spikelets per panicle than koshihikari due to an increase in branch number (Supplementary Fig. 8c–e). In addition, the effect of *Pbl6*^ST-6^ on panicle branching was moderate compare to *Pbl6*^ST-1^. These results suggest that *Pbl6*^ST-6^ is a different allele of *Pbl6* and primary branch length is certainly modulated by the expression levels of *Pbl6*.

In this study, we found two genes, *Prl5* and *Pbl6*, independently regulate panicle length. We further identified novel *Pbl6* allele, *Pbl6*^ST-6^. Combining these genes, we designed numerous panicle architecture (Fig. 10). Although further exploring novel alleles will be needed, we concluded that many of various panicle architecture in rice are generated by various combinations of *Prl5* and *Pbl6* alleles.

**Fig. 10:**
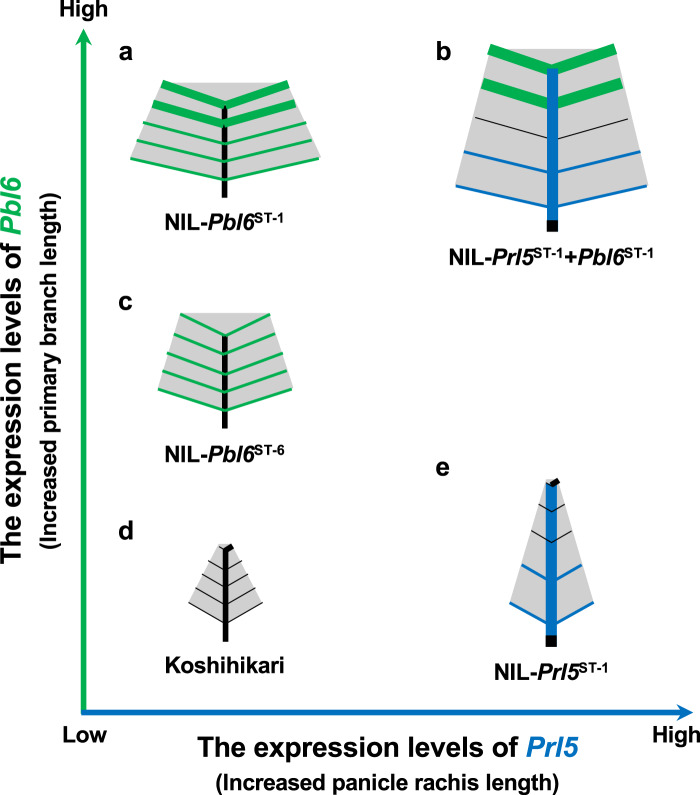
Various panicle architectures are generated by *Prl5* and *Pbl6*. Blue lines indicate the effects of *Prl5* and green lines indicate the effects of *Pbl6*.

## Discussion

Previous studies of rice panicle architecture have primarily focused on panicle branching, which directly affects grain yield. However, panicle length also has a key role in yield improvement. Increasing only panicle branching leads to plants with high grain density that tend to suffer from panicle diseases, such as false smut^19^. Therefore, reducing grain density by regulating panicle and branch length is important for reducing yield losses, but the underlying regulatory mechanisms have been largely unknown. In the current study, we identified two QTLs that independently increase panicle length: *PANICLE RACHIS LENGTH5* (*Prl5*), encoding Gibberellin 20 oxidase; and *PRIMARY BRANCH LENGTH6* (*Pbl6*), encoding APO1. Transcriptome analysis revealed that these two genes independently regulate panicle length at the gene expression level. Using various combinations of *Prl5* and *Pbl6*, we designed numerous panicle architecture without any trade-off between panicle length and grain number. Designing ideal panicle architecture that considers the spatial arrangement of branches by regulating panicle length as well as branch number is essential for obtaining substantial yield improvements in future rice breeding programs.

GAs are crucial phytohormones for plant growth and developmental^20,21^. Several genes encoding GA metabolic enzymes and key factors in GA signal transduction pathways have been isolated from various plants^22^. Tenreira et al.^23^ revealed that *FveGA20ox4* dictates the flowering-runnering decision in diploid strawberry, suggesting that GAs have roles in altering plant architecture and plant diversity. There are four GA20ox genes in the rice genome, two of which (*OsGA20ox1* and *OsGA20ox2*) are identical to previously reported genes. In addition, we revealed a function for *OsGA20ox4*.

*Sd1* (*SEMIDWARF1*) encodes *OsGA20ox2*; its null allele exhibits a semi-dwarf phenotype but causes no obvious defects in other agronomic traits. This gene was widely used to breed lodging-resistant rice plants during the Green Revolution. Although *Sd1/GA20ox2* was strongly expressed in internodes, *Pr15/GA20ox4* was expressed at low levels in roots and internodes but highly expressed in young panicles (Fig. 4d, e). Although *Sd1/GA20ox2* and *Pr15/GA20ox4* are homologous genes, these genes were specifically expressed in internodes and young panicles, respectively. These organ-specific expression patterns contribute to the different functions of these genes. Although *Sd1/GA20ox2* was expressed at a lower level in ST-1 vs. Koshihikari, *Pr15/GA20ox4* was expressed at a higher level in ST-1. These expression patterns closely correspond to the desirable plant morphology of ST-1 for agriculture, including its shorter culms and longer panicles (Fig. 2a, b).

*GNP1* (*Grain Number Panicle 1*) encodes *OsGA20ox1*, which increase grain number. Although both *GNP1*/*GA20ox1* and *Prl5*/*GA20ox4* expressed in young panicles, our results indicate that the functions of two genes were different (Fig. 9a, Supplementary Figs. 6 and 7). This difference would result from the expression patterns. The expression level of *Prl5*/*GA20ox4* was lower than that of *GNP1*/*GA20ox1*, but the moderate high expression of *Prl5*/*GA20ox4* was enough for panicle rachis elongation. The expression pattern of *Prl5*/*GA20ox4*, in the vascular bundles at the secondary branch initiation stage, could contribute to regulate panicle rachis length.

*APO1* has pleiotropic effects on rice, as it simultaneously enhances culm strength and increases spikelet number^4,5^. Our findings reveal a novel effect of *APO1*. *Pbl6* increases grain number while elongating primary branches (Figs. 6e and 9a–c). As a result, introducing *Pbl6* did not have a negative effect on the density of branches on each primary branch (Supplementary Fig. 9). Thus, both *Prl5* and *Pbl6* help maintain the proper spatial arrangement of grains. Although both *Prl5* and *Pbl6* regulate panicle length, there are obvious differences in the functions of these two genes.

*DEP1* improves yield potential by reducing panicle internode length while increasing grain number^9^. As a result, introducing *DEP1* into rice increases panicle density. *DEP1* has already been incorporated into Chinese rice breeding. However, Japanese breeders have not used *DEP1* for rice breeding due to frequent rains, especially during the rice-cropping season. The high humidity increases the growth of fungi, which cause many diseases. Plants with erect, dense panicles are poorly ventilated, facilitating the growth of fungi. Therefore, rice plants with dense panicles are not suitable for growth in countries with humid seasons such as Japan.

Unlike *DEP1*, *Prl5* and *Pbl6* are useful for maintaining the appropriate density of panicle branches. By combining *Prl5* and *Pbl6* in various ways, we designed five patterns of panicle architecture (Fig. 10). The introduction of *Prl5*^*ST-1*^ helped maintain low primary branch density in NIL-*Prl5*^*ST-1*^, as shown in Fig. 10e. The introduction of *Pbl6*^*ST-1*^ helped maintain a low density of secondary rachilla in NIL-*Pbl6*^*ST-1*^, as shown Fig. 10a. The introduction of *Pbl6*^*ST-6*^ moderately helped maintain a low density of secondary rachilla in NIL-*Pbl6*^*ST-6*^, as shown Fig. 10c. Both *Prl5*^*ST-1*^ and *Pbl6*^*ST-1*^ helped maintain an appropriate spatial arrangement of grains in *Prl5*^*ST-1*^ + *Pbl6*^*ST-1*^ by elongating panicle rachis length and primary branch length, as shown in Fig. 10b. The panicle architecture of NIL-*Prl5*^*ST-1*^ + *Pbl6*^*ST-1*^ is suitable for high-humidity cultivation and has high yields due to the additive effects of *Pbl6*^*ST-1*^.

We further identified different *Pbl6* allele, *Pbl6*^ST-6^. This result suggests that there are various alleles of *Pbl6* in natural rice varieties. The differences in *Pbl6* expression levels determine primary branch length of each varieties and generate its diversity. It is assumed that diverse panicle rachis length result from various *Prl5* alleles. Our findings showed the first example that combinations of two genes generate diverse panicle architecture.

Novel alleles and additional genes that regulate panicle phenotypes must be identified in order to design ideal panicle architecture for each cultivation area. In addition, our findings indicate that combining genes related to panicle branching and panicle length is a useful approach for improving crop productivity. Several genes have already been shown to increase branch number, such as *GN1a*, *WFP*, and *FZP*^2,3,6^. We believe that combining *Prl5* and *Pbl6* with these genes represents an excellent strategy for developing higher yielding rice varieties.

In this study, we produced NILs with various panicle architectures. These NILs are useful materials for rice breeding and should facilitate further research for improving yield potential and grain quality. Grain number has been a key breeding target for improving yield potential. However, simultaneously improving grain number and grain quality is a major challenge due to the negative correlation between grain number and quality. Increasing seed productions often leads to smaller, low-quality grains. Indeed, natural variants of the rice G-protein γ subunit genes *DEP1* and *GS3* have increased grain yields but typically show only mediocre grain quality^24^. Filling rate directly affects grain quality and is one of the main factors regulating yield potential. Breeders have recently begun to focus on filling rate as well as grain number. Therefore, in order to further improve yield potential, overcoming the problem of poor grain filling is an important issue that should be addressed in the future^25^. The grain-filling rate varies greatly depending on panicle position, but how the position of each grain and panicle length affect filling rate has not yet been clarified due to the lack of suitable experimental materials. By using NILs produced in the current and future studies combined with known genes such as *GN1a* and *FZP*, it should possible to investigate whether panicle length and the location of each grain affects filling rate. Such information would be useful for identifying the ideal panicle architecture for high-quality grain production to steadily improve rice productivity, as well as designing panicle architecture suitable for different environments and cultivation areas. Identifying genes related to the diversity of rice panicle architecture could provide a deeper understanding of panicle morphogenesis and help breeders create new varieties.

## Methods

### Plant materials and growth conditions

ST-1, ST-5, and ST-6 was selected from the rice collections of the Field Science Center at Nagoya University. The ST-1 × Koshihikari F_1_ plant was backcrossed five times with Koshihikari to generate near-isogenic lines. NIL-*Prl5*^ST-1^, NIL-*Pbl6*^ST-1^, and NIL-*Prl5*^ST-1^ + *Pbl6*^ST-1^ were selected from the BC_5_F_2_ population using single-sequence repeat (SSR) markers. The ST-6 × Koshihikari F_1_ plant was backcrossed five times with Koshihikari to generate near-isogenic lines. NIL-*Pbl6*^ST-6^ was selected from the BC_5_F_2_ population using SSR markers. All nontransgenic materials were grown under natural conditions in a paddy field at the Field Science Center at Nagoya University, Togo, Aichi, Japan. Seeds were germinated in a seedbed in early May and transplanted to the field in late June. Plants were grown in the paddy field by single transplanting under conventional cultivation conditions. Transgenic plants were grown in isolated greenhouses at 24 °C under a natural light environment.

### Observation of panicle architecture

A main panicle was sampled from each plant for observation. For QTL analysis, panicle length, panicle rachis length, and primary branch length were measured. To evaluate panicle architecture in the NILs, panicle length, panicle rachis length, primary branch length, number of primary branches, number of secondary branches, and total grain number were measured.

### QTL analysis and fine mapping

QTL analysis was performed with 96 F_2_ plants obtained from a cross between Koshihikari and ST-1. F_2_ recombinant plants were genotyped to identify homozygous recombinant plants for *qPrl5* and *qPbl6*, respectively. Selected F_2_ plants were selfed, and fine mapping was performed with the F_3_ populations. Also, QTL analysis was performed with 96 F_2_ plants obtained from a cross between Koshihikari and ST-6. Fine mapping was performed with the BC_6_F_2_ populations. Genomic DNA was extracted from leaves using the cetyltrimethylammonium bromide (CTAB) method, and pure DNA samples were used for genotyping using the SSR markers listed in Supplementary Table 1. PCR for genotyping was performed with Taq polymerase. Data analyses were performed using the software package R/QTL (R version 3.3.3; R/qtl package 1.41–6). QTLs were identified using Haley–Knott regression, and the significance threshold was set using 1000 permutations.

### Sequence analysis

Sequence analysis of *Prl5* was carried out by comparing the sequences of this gene in ST-1 and Koshihikari. Sequence analysis of *Pbl6* was carried out by comparing the sequences of this gene in ST-1, Habataki, ST-6, and Koshihikari. The promoter and coding regions of *Prl5* and *Pbl6* were amplified by PCR with KOD FX Neo (Toyobo) and the primers listed in Supplementary Table 2. PCR products were purified with Wizard® SV Gel and PCR Clean-Up System (Promega) and sequenced with the primers listed in Supplementary Table 2.

### RNA extraction and quantitative RT-PCR analysis

Total RNA was extracted from roots, first internodes, and inflorescence meristems as described by Sambrook et al.^26^ and treated with DNase I. First-strand cDNA was synthesized from 1 μg of total RNA using a QuantiTect Reverse Transcription Kit (Qiagen). Quantitative RT-PCR was performed using a QuantiTect SYBR Green PCR Kit (Qiagen) and a LightCycler System (LightCycler 1.5; Roche Applied Science). The relative standard curve method was used to calculate the relative transcript levels of the target genes. The results were confirmed using three independent biological replicates. For all experiments, the transcript level of each gene was normalized with that of endogenous *OsUBC32*. The primer sets used for PCR are listed in Supplementary Table 3.

### In situ hybridization

Inflorescence meristems in fixed with 4% (w/v) paraformaldehyde and 0.25% glutaraldehyde in 0.1 M sodium phosphate buffer (pH 7.2) overnight at 4 °C and embedded in SCEM compound (SECTION-LAB, Japan). The cut surface was covered with an adhesive film (Cryofilm type IIC9, SECTION-LAB, Japan), and frozen sections (8–14 μm) were prepared with a cryostat (CM 1850 Leica Microsystems, Germany) as previously described^27^. Digoxigenin-labeled anti-sense RNA probes for *Prl5* and *Pbl6* transcripts were prepared as described by Komatsu et al.^8^. Hybridization and immunological detection of the digoxigenin-labeled probes were performed as previously described with some modifications^28^. The primers used to amplify the cDNAs are listed in Supplementary Table 4.

### Generation of transgene constructs and plant transformation

To produce transgenic lines harboring *Prl5*, the coding sequence of *Prl5* was amplified from ST-1 cDNA using a forward primer (5′-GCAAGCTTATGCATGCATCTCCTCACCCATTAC-3′) containing a HindIII site and a reverse primer (5′-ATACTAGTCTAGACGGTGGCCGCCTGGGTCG-3′) containing a *Spe*I site. The fragment was cloned into the *Hin*dIII–*Spe*I sites of pAct::nos-pCAMBIA1380 and introduced into, japonica rice variety Nipponbare by *Agrobacterium tumefaciens* (EHA105)-mediated transformation as described by Ozawa et al.^29^. Transformed cells and plants were selected based on hygromycin resistance, and regenerated seedlings were grown to maturity in pots in a greenhouse. Four T_0_ plants were analyzed. Control plants were generated via transformation with empty vector.

### Measuring endogenous cytokinin and GA levels

Two-mm stage young panicles of Koshihikari and NIL-*Prl5*^ST-1^ were collected. The endogenous cytokinin and gibberellin levels were measured as described in Kojima et al.^30^.

### GA20-oxidase activity tests

The coding sequence of each GA20ox gene was cloned into the *Eco*RI and *Xho*I sites of a modified pGEX-6p-1 (Novagen) vector. *E. coli* Rosetta (DE3) pLysS (Novagen) cells were used for protein expression. The bacterial culture (5 mL) was grown at 37 °C overnight and inoculated into fresh LB medium (500 mL) containing 50 μg/mL ampicillin. After the bacterial culture reached an OD600 of 0.6–0.7 at 37 °C, 0.1 mM IPTG was added and the culture was incubated at 18 °C for 16–18 h. The cells were collected by centrifugation and sonicated in lysis buffer (10 mM Na-phosphate [pH 7.5], 150 mM NaCl, 1 mM DTT, Protease Inhibitor Cocktail [Roche]). After centrifugation, the supernatant from the resulting lysate was purified using glutathione Sepharose 4B (GE Healthcare). The resulting proteins were used for the enzyme activity tests. After enzymatic cleavage of the GST tag with PreScission Protease (GE Healthcare), the de-tagged proteins were purified on a Superdex 200 16/60 column (GE Healthcare) or further purified by passage through Glutathione Sepharose 4B resin to remove GST tag contaminants. Protein fractions were concentrated with an Amicon Ultra-4 concentrator unit (10 kDa molecular weight cutoff) and used for subsequent enzyme assays. The purified proteins were quickly frozen in liquid N_2_ and stored at −80 °C until use. In vitro enzyme activity assays were performed as described for rice GA20ox^31^. GA_19_ and GA_20_ were included in the reaction mixture as a substrate for GA20ox, respectively. Deuterated [17,17-^2^ H_2_] GA_4_ were purchased from OlChemIm and used as internal standards for the GA20ox reactions. Full-scan GC-MS analysis was carried out with a JEOL JMS- K9 mass spectrometer and Agilent Technology 6890N gas chromatograph.

### RNA sequence (RNA-seq) and data analysis

RNA was extracted from 2-mm stage young panicles of Koshihikari, NIL-*Prl5*^ST-1^, NIL-*Pbl6*^ST-1^, and NIL-*Prl5*^ST-1^ + *Pbl6*^ST-1^ and used. RNA-seq was performed as described by Minami et al.^32^. Statistical analysis was performed by R, using a *P*-value of 0.05 as minimum. The edgeR package was used to normalize raw data counts and to generate cpm values^33^. GO-term enrichment analysis was performed using GOseq package in R statistical environment as described by Nozue et al.^34^, using a *P*-value of 0.05 as minimum for statistically significant enrichment. All data generated and analyzed during RNA-seq analysis are included in Supplementary Data 1–3.

### Statistic and reproducibility

All the experiments were conducted in at least three biological replicates to ensure the reproducibility. Exact sample number was indicated in the figure legends. Mean from at least three independent biological experiments was presented in each figure, in which error bars represented standard deviation. A number *n* suggested biological replications indicated in the figure legends. Statical analysis was performed by using R (https://www.r-project.org/). Statistical differences were determined by Student’s *t*-test and one-way ANOVA with multi-comparison Tukey’s HSD post hoc test. A value of *P* < 0.05 was considered to be statistically significant. Significant differences are indicated in figures using a star. All experiments were repeated at least three time.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Description of Additional Supplementary Files

Supplementary Information

Supplemantary Data 1

Supplemantary Data 2

Supplemantary Data 3

Reporting Summary

## Data Availability

The accession code for the raw sequencing data is GSE151043. The normalized data of RNA-seq are provided as Supplementary Data 1. The analyzed data of RNA-seq are provided as Supplementary Data 2 and 3. Newly generated plasmid is available from the corresponding author on reasonable request. The authors declare that all data supporting the findings of this study are available within the article, its Supplementary Information files and from the corresponding author on reasonable request.

# Supplementary material for: Diverse panicle architecture results from various combinations of Prl5/GA20ox4 and Pbl6/APO1 alleles
**Source:** Commun Biol. 2020 Jun 11;3:302. doi: 10.1038/s42003-020-1036-8
**Supplement:** Supplementary file 1 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

The data of RNA-seq are provided as Supplementary Data 1-3.

**File Name:** Supplementary Data 1

**Description:** Normalized data of RNA-seq

**File Name:** Supplementary Data 2

**Description:** Analyzed data of RNA-seq

**File Name:** Supplementary Data 3

**Description:** Results of Gene Ontology (GO) representation analysis

# Supplementary material for: Diverse panicle architecture results from various combinations of Prl5/GA20ox4 and Pbl6/APO1 alleles
**Source:** Commun Biol. 2020 Jun 11;3:302. doi: 10.1038/s42003-020-1036-8
**Supplement:** Supplementary file 2 — Supplementary Information

## Supplementary Figures

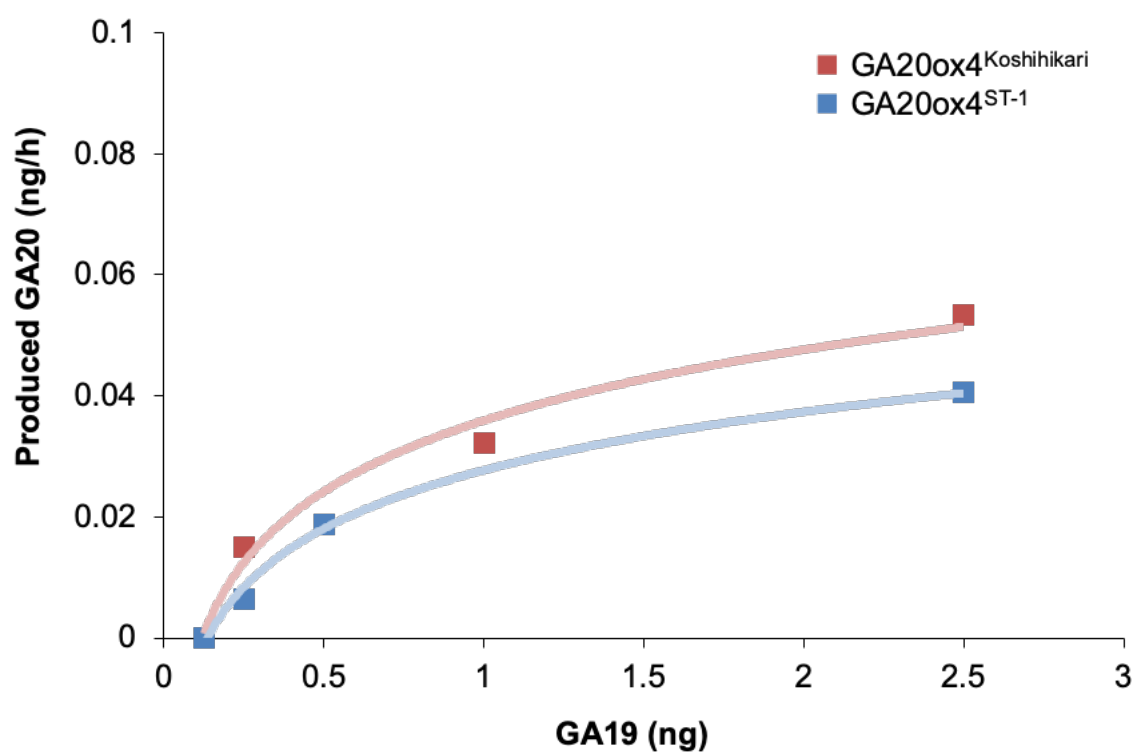

### Supplementary Figure 1. Enzymatic activities of GA20ox4 proteins.

Enzymatic activities of recombinant GA20ox4<sup>Koshihikari</sup> and GA20ox4<sup>ST-1</sup> proteins in 60-min reactions against GA19.

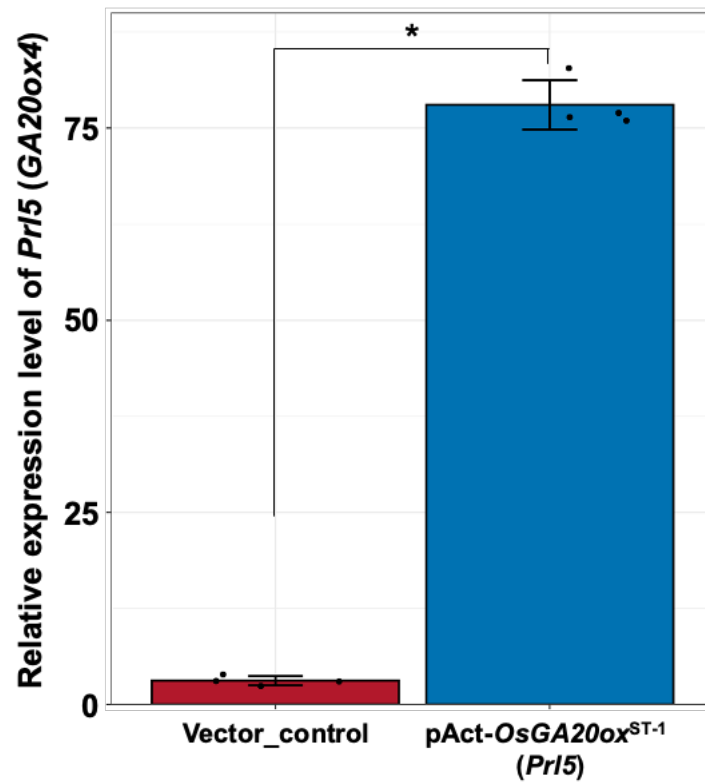

**Supplementary Figure 2. Expression analysis using transgenic plants.**

Expression analysis of *Prl5* (*GA20ox4*) using plants transformed with an empty vector (vector control) and expression vector for *OsGA20ox4*<sup>ST-1</sup> under the control of the *Actin* promoter. Relative expression levels were calibrated based on *Ubiquitin* expression. Error bars represent means  $\pm$  SD ( $n = 4$ ). \* Significant at the 5% level (Student's t-test).

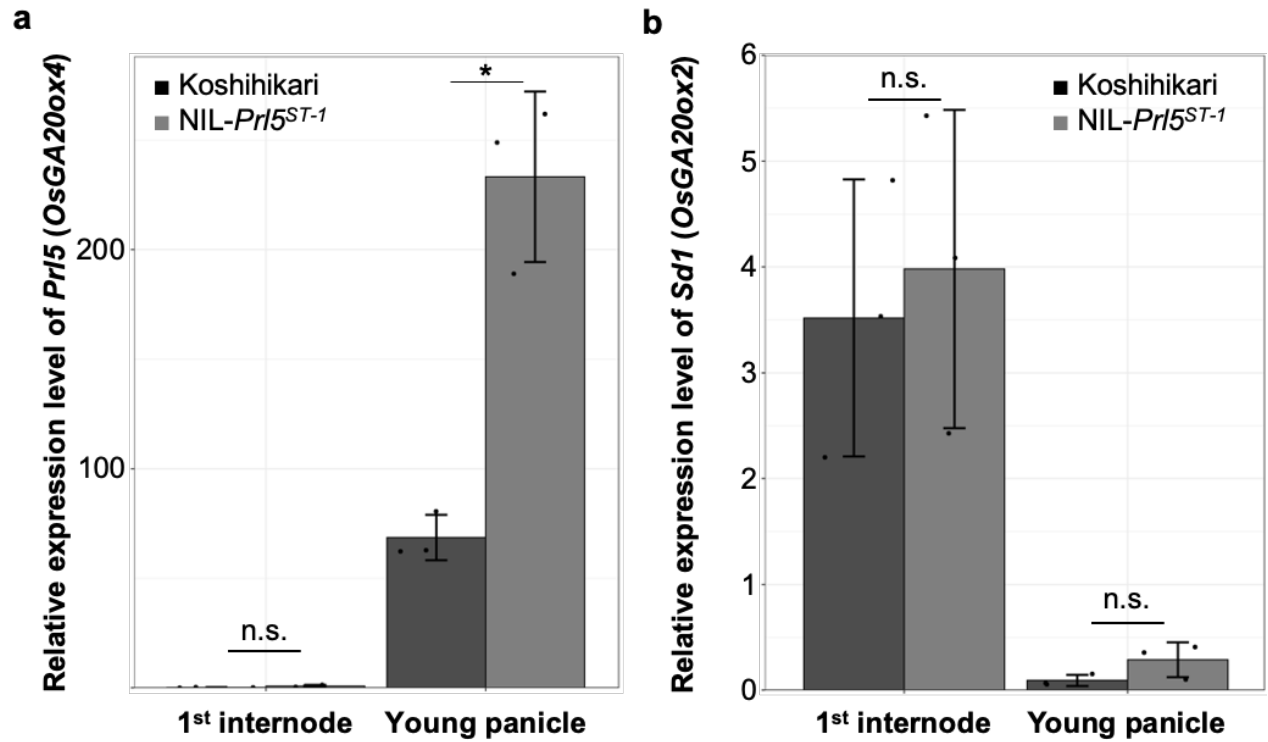

**Supplementary Figure 3. Comparison of the expression levels between Koshihikari and NIL-*Pr15*<sup>ST-1</sup>.**

Relative expression levels of *Pr15* (*GA20ox4*) (a) and *Sd1* (*GA20ox2*) (b) in first internodes and young panicles at the later stage of secondary branches differentiation. Error bars represent means  $\pm$  SD ( $n = 3$ ). \* Significant at the 5% level (Student's t-test).

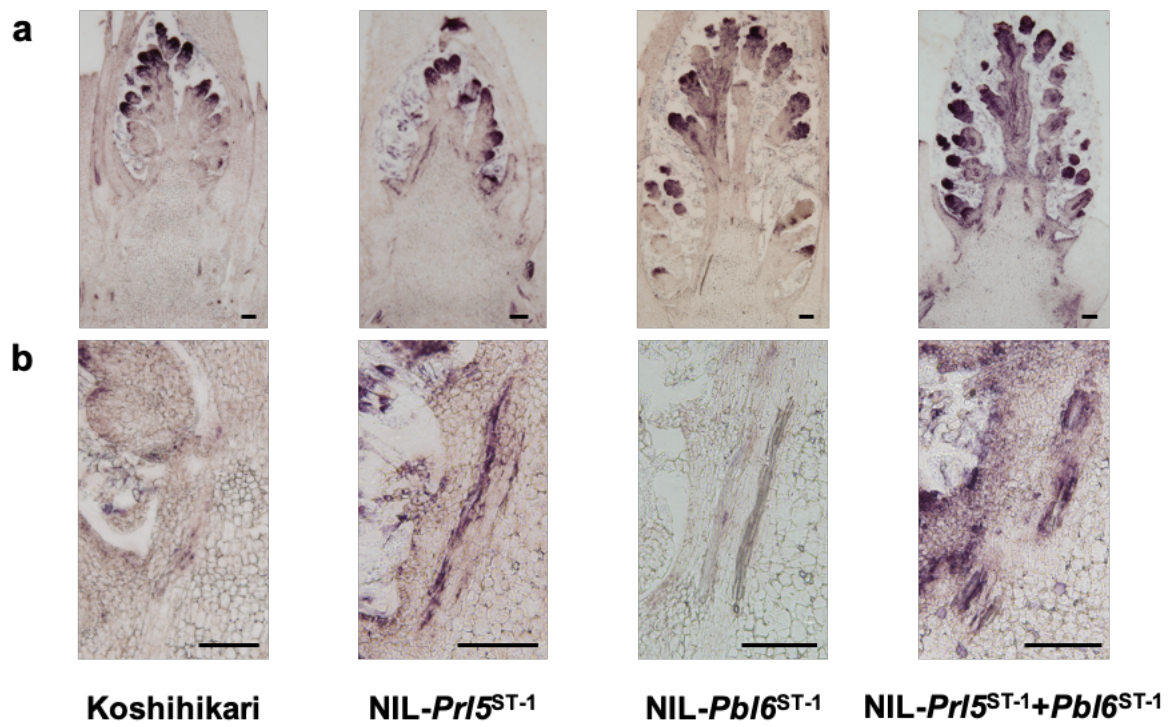

**Supplementary Figure 4. Comparison of the expression patterns between NILs.**

**a-b** In situ hybridization of *Pr15* at the later stage of secondary branch differentiation in Koshihikari and NILs. **b** shows close-up views of each vascular bundles. Scale bars: 100  $\mu$ m.

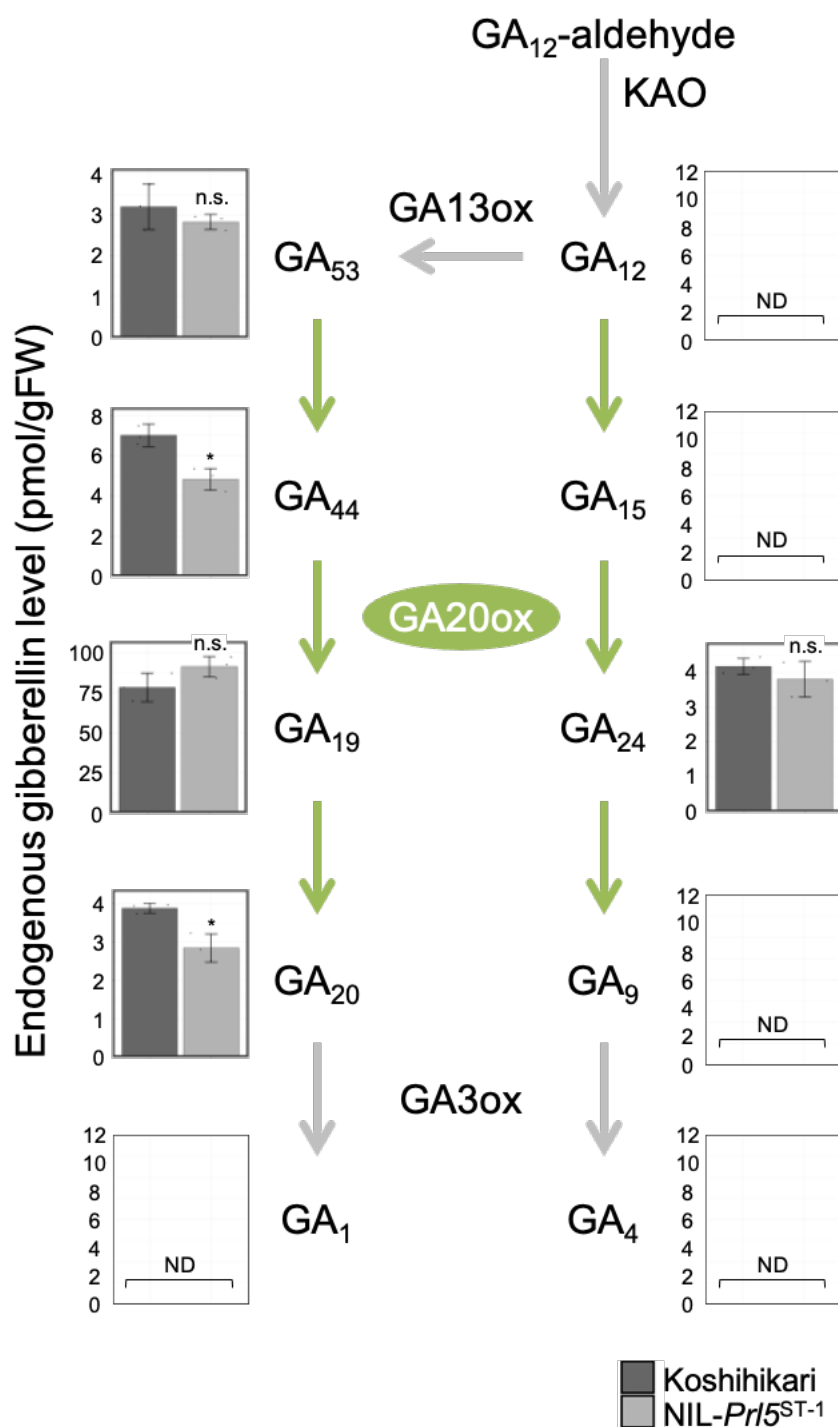

**Supplementary Figure 5. Endogenous gibberellin levels in young panicles.**

Comparison of the contents of GA biosynthesis intermediates in the early-13-hydroxylation pathway using 2-mm stage young panicles of Koshihikari and NIL-*Pr15*<sup>ST-1</sup>. Error bars represent means  $\pm$  SD ( $n = 3$ ). ND: not detected. \* Significant at the 5% level (Student's t-test).

**a**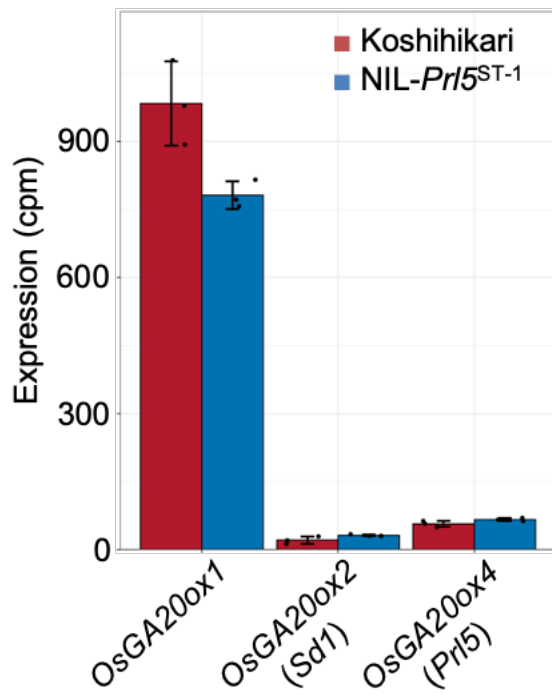**b**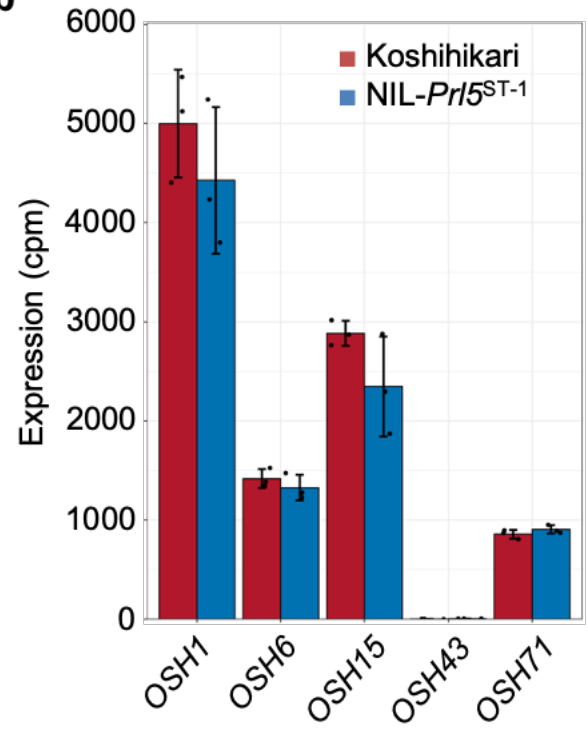

**Supplementary Figure 6. Expression of *OsGA20ox* genes and *KNOX* genes in young panicles.**

Expression levels of *OsGA20ox* genes (a) and *KNOX* genes (b) at 2-mm stage young panicles of Koshihikari and NIL-*Pr15*<sup>ST-1</sup>. 

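In Supplementary Data 1, the values listed as cpm are the deposited counts multiplied by a factor for each library, from 0.754 to 1.46, so that a value is a count at about the mean library size and not a cpm. On that scale, from the TMM factors used here, the mean of Os03t0856700-01 (*GA20ox1*) was 986 ± 94.3 (SD, n = 3) in Koshihikari and 775 ± 30.5 (SD, n = 3) in NIL-*Prl5* ST-1. The mean of *Prl5* was 56.9 ± 6.31 (SD, n = 3) in Koshihikari and 65.9 ± 3.31 (SD, n = 3) in NIL-*Prl5* ST-1. Only 1999 of the 40722 transcripts of Supplementary Data 1 were used here, which is the part at hand.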

Error bars represent means  $\pm$  SD (n = 3).

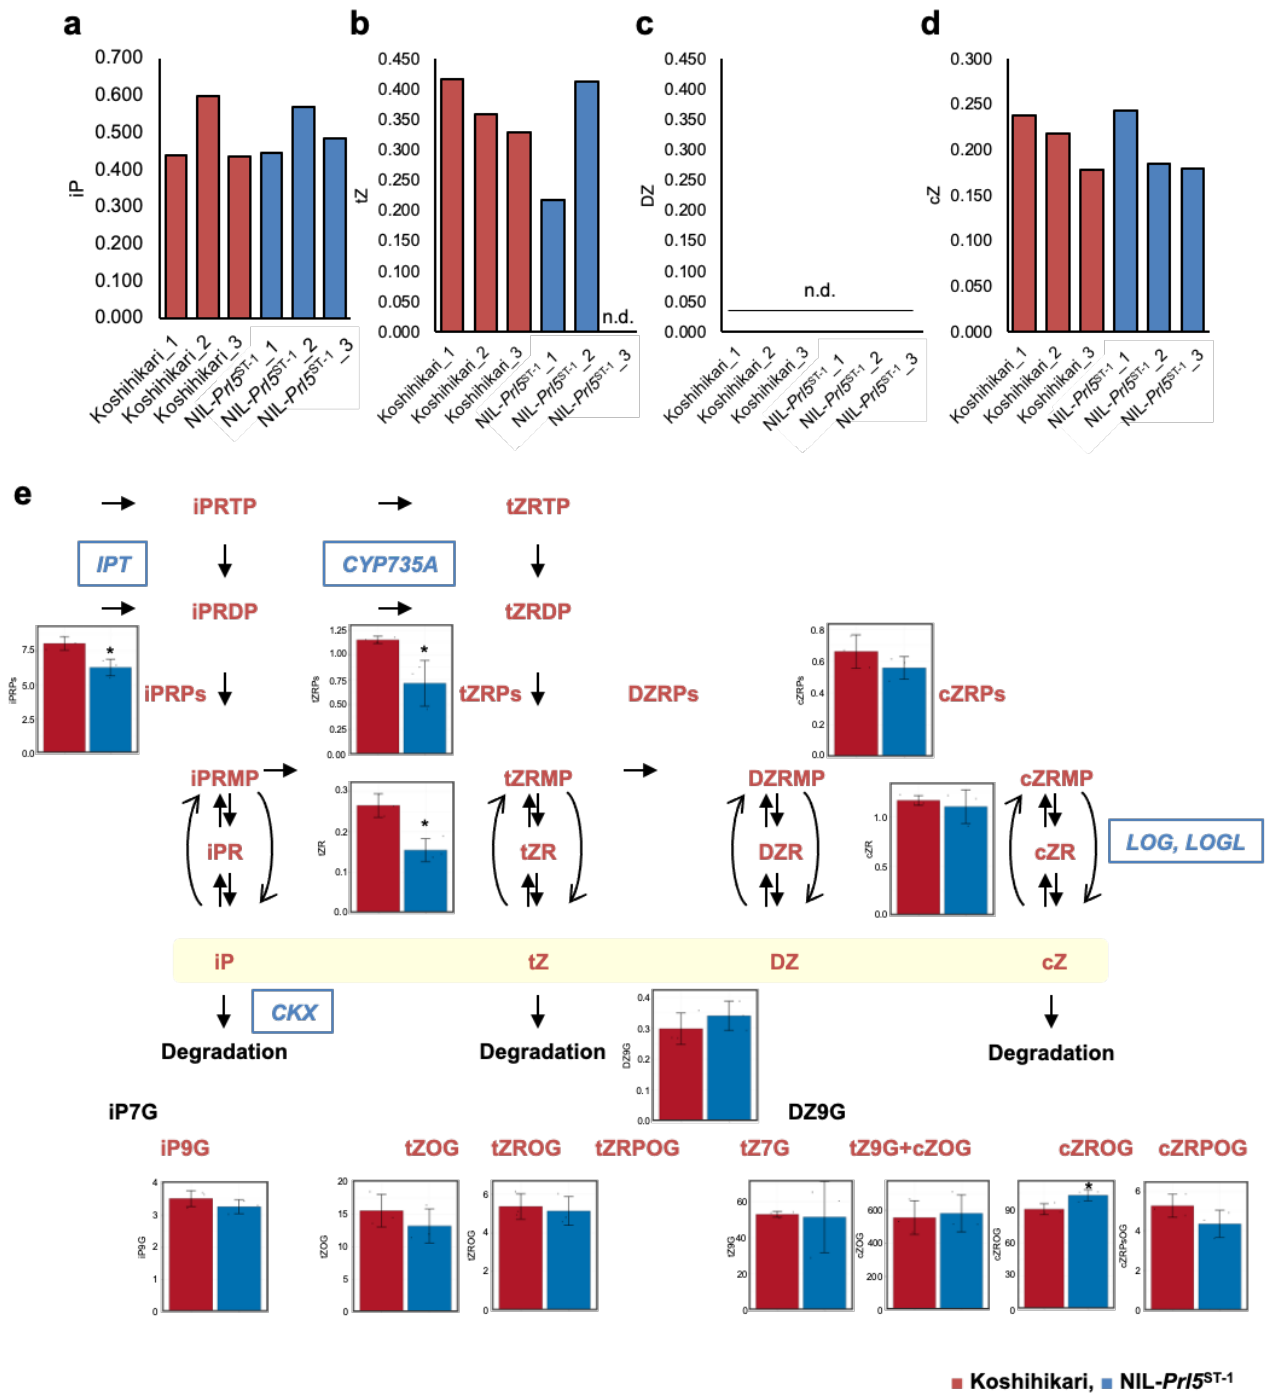

**Supplementary Figure 7. Endogenous cytokinin levels in young panicles.**

Comparison of endogenous cytokinin levels in 2-mm stage young panicles of Koshihikari and NIL-Pr15<sup>ST-1</sup>. **a-d** Active cytokinin, **e** Cytokinin biosynthesis and metabolism pathway. Error bars represent means  $\pm$  SD (n = 3). ND: not detected. \*Significant at the 5% level (Student's t-test).

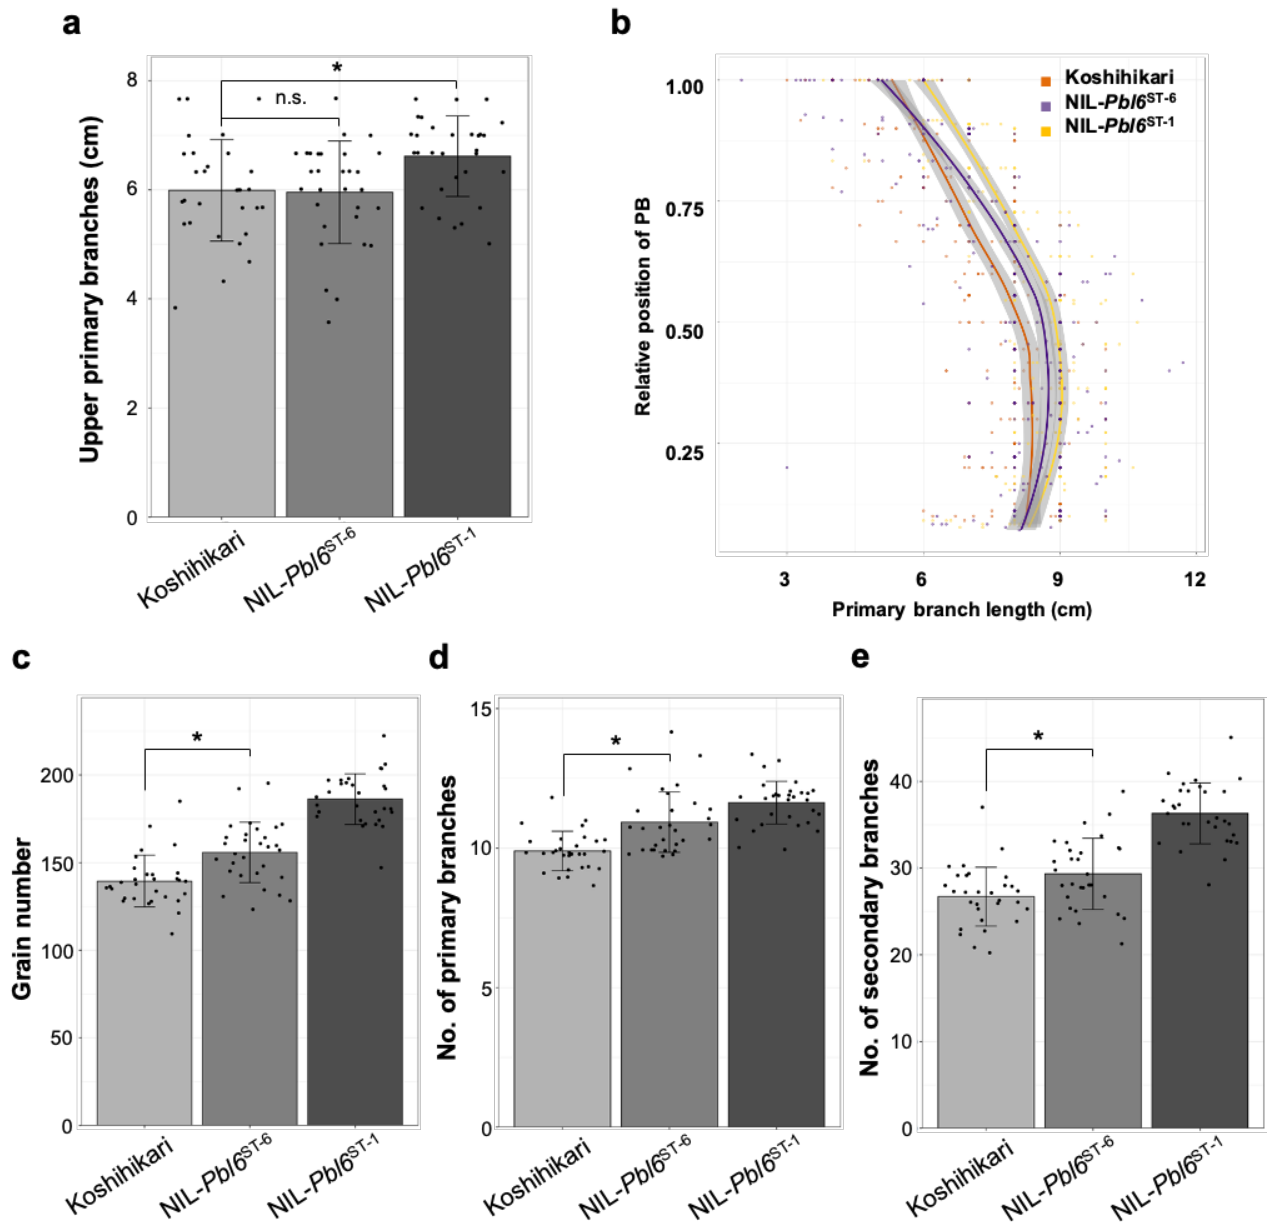

**Supplementary Figure 8. Effects of *Pbl6*<sup>ST-6</sup> on panicle architecture under field conditions.**

**a** Comparison of Lengths of the three upper primary branches. **b** Comparison of every primary branch length. Solid lines show regression curves. Orange line and dots indicate Koshihikari. Yellow line and dots indicate NIL-*Pbl6*<sup>ST-1</sup>. Purple line and dots indicate NIL-*Pbl6*<sup>ST-6</sup>. **c-e** Comparison of panicle traits. **c** Grain number. **d** No. of primary branches. **e** No. of secondary branches.  $n = 30$  plants in A-E. Error bars represent means  $\pm$  SD in **a**, **c-e**. \* Significant at the 5% level (Tukey's significant difference test) in **a**, **c-e**.

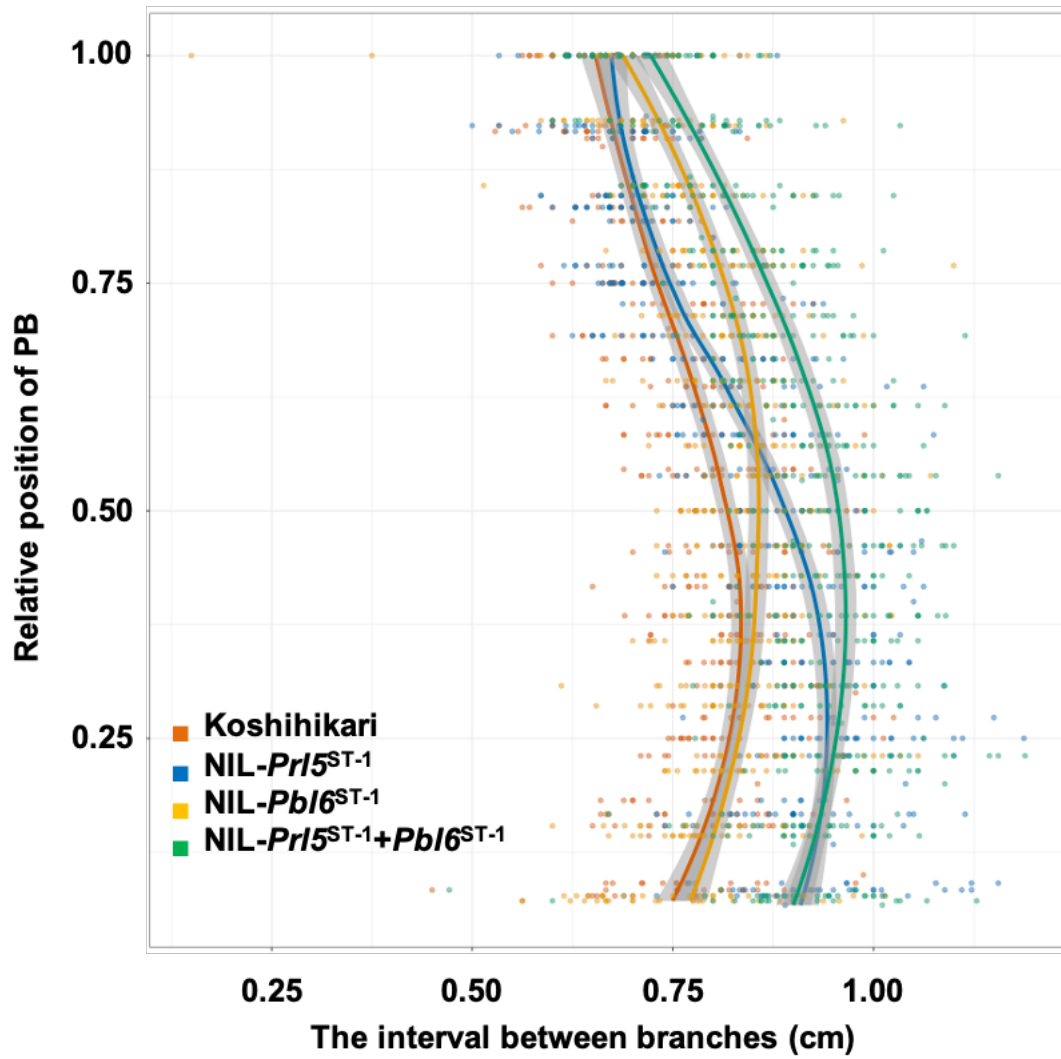

**Supplementary Figure 9. Comparison of the branch density on each primary branch between NILs.**

Comparison of the intervals between branches of each primary branch. The value on the horizontal axis was obtained by dividing the primary branch length by the total number of secondary branch and secondary rachilla on its primary branch. Solid lines show regression curves. Orange line and dots indicate Koshihikari. Blue line and dots indicate NIL-*Pr15*<sup>ST-1</sup>. Yellow line and dots indicate NIL-*Pb16*<sup>ST-1</sup>. Green line and dots indicate NIL-*Pr15*<sup>ST-1</sup> + *Pb16*<sup>ST-1</sup>. n = 40 plants.

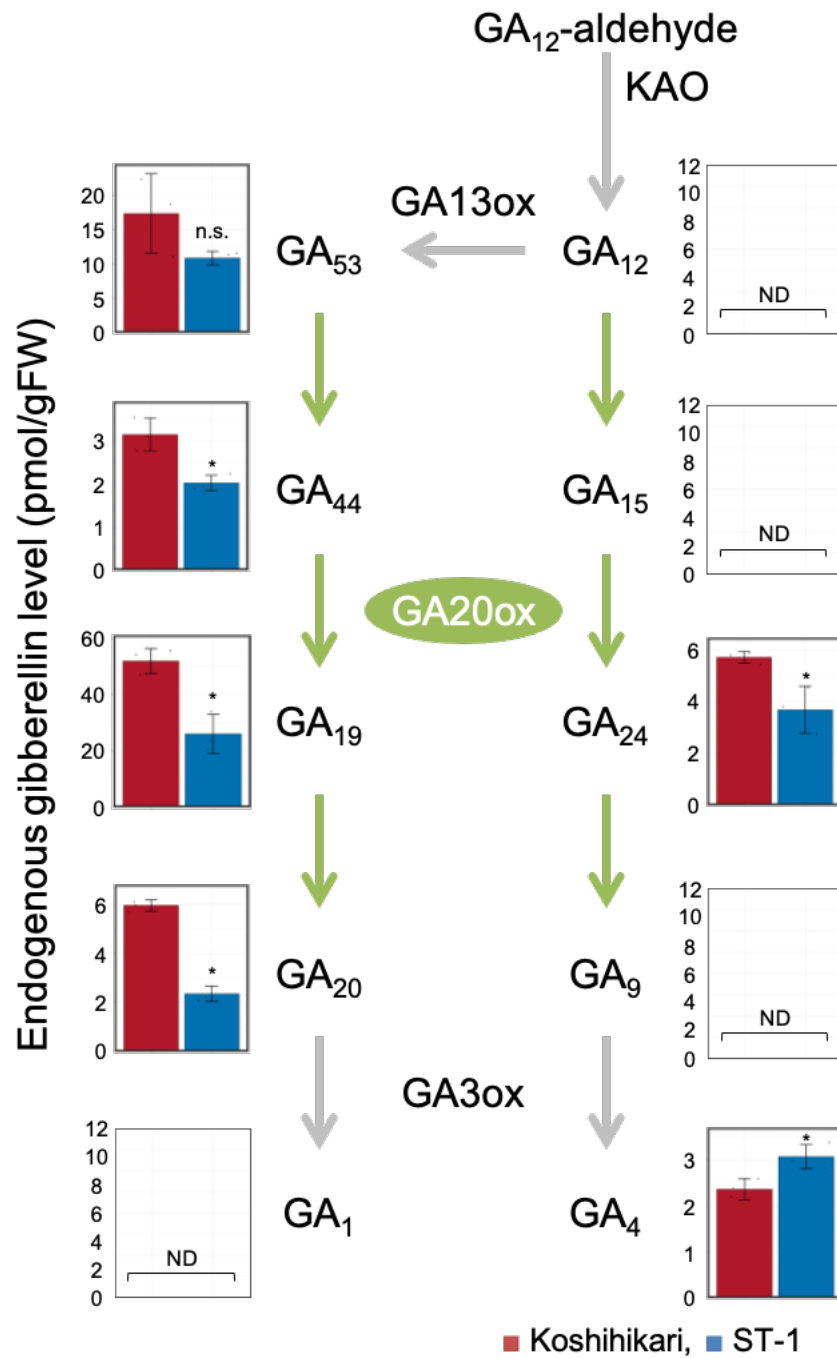

**Supplementary Figure 10. Endogenous gibberellin levels in young panicles of Koshihikari and ST-1.**

Comparison of the contents of GA biosynthesis intermediates in the early-13-hydroxylation pathway using young panicles of Koshihikari and ST-1. Error bars represent means  $\pm$  SD (n = 3). ND: not detected. \* Significant at the 5% level (Student's t-test).

## Supplementary Tables

Supplementary Table 1. Oligo sequences used for QTL analysis

| Name            | Chromosome | Forward Primer            | Reverse Primer             |
|-----------------|------------|---------------------------|----------------------------|
| RM5777          | 9          | CGTCGCCATCTAGTTCTCTCACC   | CGAGAGTGCATGTGGAGTGAGG     |
| RM5652          | 9          | GTCCTGAGTGACTCGATAGCG     | CACGCGTACGTAGCAGAGAG       |
| RM7289          | 9          | GGCCCACGACTTAATAGACATCG   | ACAGCGAACGTGGTGTCTCC       |
| RM3823          | 9          | CTCCTTCAGTCGGTCGTC        | AAGGAGTCTGTGCTTTACC        |
| Q1907           | 10         | AGATGGTTGCCAAGAGCATG      | GTCACGTGGCGATTTAGGAG       |
| RM5304          | 10         | CATCTTGAATCCTCCTTCGACTCC  | GGCAGCGATAGCAGGAAGAGG      |
| RM6474          | 10         | CGGCAAGAAGGTGAGCAGTGG     | CGTTCTCATGGCGGAGCTTGC      |
| RM1761          | 11         | ATCTTACACTGTGCAGGTTGTGC   | GGAACCTTCCTTGGTGAATGAGC    |
| RM3168          | 11         | GGAGAAGAGAAGCTAGGGTTTAGGC | ATTAACGGCCCCACGTATCATCG    |
| RM7248          | 11         | CAATGTGCGCATGTGTATGTGTGG  | GATGGAGGAAACAAGTCAACAACC   |
| RM3701          | 11         | GAAAGAGGAGGAAGAGCTAGAGG   | CCATATGTACGGAGTGTGTTTACC   |
| RM3428          | 11         | GCCATTGACACCAAATGATCACC   | GGCATATAAGGTCCATGGTGAATTGG |
| RM5582          | 11         | AGGCGTGTGTGTGTCTTTTG      | GAAACTCTGTACCTCCCTTGTG     |
| RM6534          | 11         | GGAGGCGTCATCATAGTCATGG    | AAACTCCCAAACCTCCATTCC      |
| RM6094          | 11         | CGATTGCGATGGCGATTAGG      | GAATCGGTGGAAGAGGTGACG      |
| RM1302          | 12         | GAACGTGAAAGAGAAGCTCATGG   | TCTCCTTCTCTCCCAACATCTCG    |
| RM247           | 12         | AAGGCGAACTGTCCTAGTGAAGC   | CAGGATGTTCTTGCCAAGTTGC     |
| RM7344          | 12         | CGACGCCATATATGCCTTTCTTCC  | GCAAAGCTCTGACTGCCTCAGC     |
| RM6945          | 12         | TATACGGCAGACACACTGCATCC   | CGAATCAGGTCCAGATCAGTCG     |
| 2. Fine mapping |            |                           |                            |
| RM430           | 5          | GTCCCTGATCAGAAACGAGATGG   | TAGGGTTGGAAGAATGCAAGACC    |
| RM18661         | 5          | GTTCTTCTCCCTCCTCCTCTGC    | ACACGCTACTGAAAGCTCATTGC    |
| RM18704         | 5          | GAGTGATGGCATTGCTTGAGAGC   | CGAGCCATCATACCTCCGTCTAGC   |
| RM18711         | 5          | ACCTGCTCACCACAATTTGATTCC  | TTCGAGCAATCTAGCCTGAGAGAGG  |
| RM18713         | 5          | GGAGGTAGAGGATGACGATCTGG   | TTATTGTGGGAAGGCAGGAAGC     |
| RM18717         | 5          | CAGCCTTGGTAGCTGGATAATCG   | CGTCTACTGCTCGAGAGAACTGTGG  |
| RM20469         | 6          | ACTTGATTGCAGCCTGGTCATAAGC | ACAGGCTGCTGCAAGGTAAAGC     |
| RM20473         | 6          | GAGGAAGGGAAGGAGAGGAAGG    | CTGATCGGTAAAGTCCCAGACC     |
| RM20487         | 6          | GAAGCTTGACATGTGGATTACC    | CTTTGCAGCTGATTTGGATTGG     |
| RM20512         | 6          | GCGTCGGACTIONTACGTGAGAAGG | CTCAGCATGGAGACGAGAGACG     |
| RM3430          | 6          | AGCGAGAGCCACCTAATCTTGG    | CTGCTCTTCTCCACCACGAACC     |
| qPBL6_3         | 6          | GCAACGCGAGAATATATACAGTG   | ACGAAGGGAAGTGGGAAGC        |
| qPBL6_4         | 6          | ccaagtactcctcctgcttc      | caatgtcgggtgtctctagc       |
| qPBL6_6         | 6          | CTCGTAGCGTACGAGGCTG       | CATATGAATGCGTATGTATTGCTG   |
| qPBL6_7         | 6          | CAGTCAAACGTTGAACACGAA     | TGGCCACTTGTTCATAGTGCT      |
| qPBL6_1         | 6          | GAATCACATATGATAGAGCGAGCTT | TATTATCCGATCCGTTTTTACC     |
| RM5509          | 6          | CCTGTCAATTGATGATCCATGC    | TACCTTCCAGCAGAAAGAAGACG    |
| RM3138          | 6          | TTGACAAGAGATCAAGGCGG      | GTGAATGTTGAGCTGCATGG       |

**Supplementary Table 2. Oligo sequences used for sequence analysis**

| <b>Name</b>             | <b>Sequence 5'-3'</b>           |
|-------------------------|---------------------------------|
| <b>Prl5_PRO_seq_1F</b>  | <b>CGCTGCTGAACCACAACCGCCT</b>   |
| <b>Prl5_PRO_seq_2F</b>  | <b>GAAGGAGCCATGGGAGGGGAAG</b>   |
| <b>Prl5_PRO_seq_3F</b>  | <b>GCCTTAAACGTAACAATCAGAT</b>   |
| <b>Prl5_PRO_seq_4F</b>  | <b>CAATTACTCAACAAGAGGAAGT</b>   |
| <b>Prl5_PRO_seq_5F</b>  | <b>TGTGAGGATCCAGTATGACATC</b>   |
| <b>Prl5_PRO_seq_6F</b>  | <b>ACGGTCCTTAAGTACCTGGGTG</b>   |
| <b>Prl5_PRO_seq_7F</b>  | <b>TGCATCGCGAGTCCGTATCATC</b>   |
| <b>Prl5_PRO_seq_8F</b>  | <b>AAGTAGCCGATTCTGAATTCGAG</b>  |
| <b>Prl5_PRO_seq_9F</b>  | <b>TATTTAGGCCTTGTTTAGTCAG</b>   |
| <b>Prl5_Code_seq_1F</b> | <b>CCTTCTTGACAGTGAAAACCAGGC</b> |
| <b>Prl5_Code_seq_2F</b> | <b>GCTGGACGTGCCCCGTGGTCGAC</b>  |
| <b>Prl5_Code_seq_3F</b> | <b>TTCACAGAAATCACTAGTTAGA</b>   |
| <b>Prl5_Code_seq_4F</b> | <b>AACCGGGCGATGACATGGAGCA</b>   |

**Supplementary Table 3. Oligo sequences used for RT-PCR**

| <b>Name</b>   | <b>Sequence 5'-3'</b>          |
|---------------|--------------------------------|
| <b>Prl5_F</b> | <b>GCCGACTTCATGCGCTTC</b>      |
| <b>Prl5_R</b> | <b>ACTAGTATACATGGACAGTGAGC</b> |
| <b>Pbl6_F</b> | <b>GTCATCTGAGTTGGTAGTGTG</b>   |
| <b>Pbl6_R</b> | <b>CAACAGATCTCATGGCAAG</b>     |
| <b>Sd1_F</b>  | <b>CGCCGAACGGAACGAAACGG</b>    |
| <b>Sd1_R</b>  | <b>GTAATAGAGAGAAGCCCAAC</b>    |

**Supplementary Table 4. Oligo sequences used for in situ hybridization**

| <b>Name</b>           | <b>Sequence 5'-3'</b>               |
|-----------------------|-------------------------------------|
| <b>Prl5_in situ_F</b> | <b>ATCTCGAGCAGGTGAAGTCCGGGTAGAG</b> |
| <b>Prl5_in situ_R</b> | <b>ACGATATCAGGTGACGAAGGCGATAATG</b> |
| <b>Pbl6_in situ_F</b> | <b>ATCTCGAGCGACGAGCTCATGCAGTAGA</b> |
| <b>Pbl6_in situ_R</b> | <b>ACGATATCCTCCCCTTCTTCGCCTTC</b>   |

## Supplementary Note

### Discussion on the accumulation of bioactive GAs in NIL-*Pr15*.

In the quantification of GA levels using Koshihikari and NIL-*Pr15*, the active GAs, GA1 and GA4, were not detected (Supplementary Fig. 5). Since *Pr15* isolated by QTL analysis showed moderate effects and NIL was used for this analysis, it is quite difficult to detect the difference of the accumulation.

Then, to confirm that the increased expression of *Pr15* in young panicles leads to the increased accumulation of bioactive GA, we compared the accumulation of GAs using parental lines, Koshihikari and ST-1. It was found that the accumulation of precursors decreased and that of GA4 increased in ST-1 (Supplementary Fig. 10). In addition, RNA-seq analysis revealed that introduction of *Pr15* altered the expression of GA related genes such as *EXPANSIN*. 

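Of 29 expansin transcripts tested, 3 had P below 0.05 in NIL-*Prl5* ST-1, all higher than in Koshihikari, and 0 had an adjusted p below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The smallest P was that of Os03t0102700-01, *BETA-EXPANSIN7*. The median log2 fold change of the 29 transcripts in NIL-*Prl5* ST-1 was 0.06. In NIL-*Pbl6* ST-1, 12 had P below 0.05 and 7 an adjusted p below 0.05 by the same edgeR test and adjustment, all higher than in Koshihikari, with a median log2 fold change of 0.22. In NIL-*Prl5* ST-1 + *Pbl6* ST-1, 3 were higher and 1 lower at P below 0.05. Of these, 1 had an adjusted p below 0.05, and the median log2 fold change of the 29 transcripts was -0.0047.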

Based on these results, we concluded that the accumulation of bioactive GAs increased in NIL-*Pr15*.

# Supplementary material for: Diverse panicle architecture results from various combinations of Prl5/GA20ox4 and Pbl6/APO1 alleles
**Source:** Commun Biol. 2020 Jun 11;3:302. doi: 10.1038/s42003-020-1036-8
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

N/A

Data analysis

Statistical analysis was performed by R (<https://www.r-project.org/>)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All the data used in this study are available within the manuscript and its Supplementary information files or from the corresponding author upon reasonable request.

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Samples size were determined according to the needs of the experiment itself and the relevant references.              |
| Data exclusions | No data were excluded from the analyses.                                                                               |
| Replication     | The reproducibility of all experimental findings in this study was confirmed.                                          |
| Randomization   | The samples were randomly selected.                                                                                    |
| Blinding        | The study did not contain Human research and the samples were randomly selected. Therefore, blinding was not relevant. |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

## Methods

|                                     |                                                      |
|-------------------------------------|------------------------------------------------------|
| n/a                                 | Involved in the study                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data               |

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

How the deposited data were processed for this re-analysis (not part of the article)

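RNA-seq libraries of young panicles at the 2-mm stage were used, from Koshihikari, NIL-*Prl5* ST-1, NIL-*Pbl6* ST-1 and NIL-*Prl5* ST-1 + *Pbl6* ST-1, with 3 libraries per line and 12 libraries in all. The authors deposited raw read counts per transcript of the Rice Annotation Project, with a description of each transcript. The paper's text refers to an earlier study for the sequencing. It does not name the aligner, the counting tool, the annotation release, the use of strand or the treatment of reads that match several transcripts. The paper states that edgeR was used to normalize the counts and that a P-value of 0.05 was the minimum, and does not name the test or an adjustment.

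The table held 40722 transcripts of 34126 loci, each with at least 1 count in the 12 libraries. Of the loci, 5187 had several transcripts, 11783 in all, whose counts are often nearly equal. Reads shared between paralogs, overlapping genes or antisense genes could not be separated. Total counts per library ranged from 16041196 in NIL-*Pbl6* ST-1 replicate 3 to 31760529 in NIL-*Prl5* ST-1 replicate 3. A count of 3, taken as the floor, was worth between 0.0971 and 0.192 cpm. No pair of libraries of a line had counts that differed by less than the counting noise. Every sample column of the table was used.

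Counts were normalized with edgeR 4.0.16 (TMM) in R 4.3.3. The main tests were glmQLFit and glmQLFTest on the 6 libraries of each comparison, two-sided, with the transcripts kept by filterByExpr at its defaults (a count minimum of 10, a total of 15 and a smallest group of 3) over all 12 libraries. This left 31643 transcripts of 25551 loci. Log2 fold changes are edgeR's fitted values with a prior count of 0.125. P-values were adjusted by the Benjamini-Hochberg method over the transcripts of a comparison. The lines were each compared with Koshihikari, and NIL-*Prl5* ST-1 + *Pbl6* ST-1 also with each single line. The difference between the effects of the *Prl5* segment with and without the *Pbl6* segment was tested as an interaction in a fit of all 12 libraries. Fold changes against a line whose libraries all had at most 3 counts are given as lower bounds. Single genes were also compared by exact permutation tests of log2 cpm, where the smallest two-sided p with 3 libraries against 3 is 0.1. Shares of chromosomes were compared by Fisher's exact test.

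Sets of transcripts for cell wall, heat shock, circadian clock and photosynthesis were fixed by words in the descriptions before the data were examined and tested with camera (inter-gene correlation 0.01) and fry of limma 3.58.1 on voom weights. Their adjusted p-values cover 12 tests. The words for the sets follow GO terms that the paper found in these same libraries, so the choice of sets is not independent of the data. The genes named are those the paper names, as far as the table or a table of gene names gave their identifiers, and the 3 transcripts that rose and the 3 that fell most by fitted log2 fold change in each line against Koshihikari among those with an adjusted p below 0.05, at least 50 counts on average in the higher group and no overlap between lines. A share of 10% of unchanged transcripts would show no overlap with 3 libraries against 3. Clock genes and transcripts described as mixed-linked glucan synthase 2 were added after their values were seen. *OSH1*, *OSH43*, *GA20ox3*, *GN1a*, *WFP*, *FZP*, *DEP1*, *CELLULOSE SYNTHASE LIKE F2* and Os05g0422200 were not analysed under these names.

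The tests were tested on simulated data, with counts drawn for the 31643 transcripts from the means and library sizes of the real libraries and 200 transcripts changed. The changed transcripts had a mean of at least 50 counts and changed by at least 2-fold, and noise was drawn for each transcript alone. The shares recovered therefore do not hold for smaller changes or rarer transcripts. The quasi-likelihood test on 6 libraries recovered 97.5% of the changed transcripts at an adjusted p below 0.05, with 24 unchanged transcripts among 219 calls (11.0%), more than the 5% that the threshold stands for. The exact test recovered 98.5% with 46 unchanged among 243 calls, DESeq2 recovered 96.5% with 31 among 224, and the interaction test recovered 88.5% with 11 among 188. Shared Koshihikari libraries were accounted for by 20 simulated sets of unchanged lines put through the same tests. Other groupings of the libraries were run for each comparison (10 groupings of 6 libraries) and for the interaction (40 groupings, the real one included).

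The alternatives were DESeq2's size factors in the edgeR fit, DESeq2 1.42.0, no filter, at least 10 counts in every library (28356 transcripts), edgeR's exact test, the exact test without a filter and with TMM repeated after called transcripts were left out, all 12 libraries in one fit, the replicate number as a block, counts summed to loci (25645 loci), each library left out in turn, and a change of at least 1.5-fold. For the correlation, they were chromosomes 5 and 6 left out, separate Koshihikari libraries, and ratios of means with a pseudocount of 1 or none. The exact test without a filter and with TMM applied once was added after the data were seen. Of the authors' supplementary tables, Supplementary Data 3 gave the words for the gene sets and its counts of GO terms. Supplementary Data 1 and 2 were compared with the values here for the part that was used, 1999 of 40722 transcripts of Supplementary Data 1 and, of Supplementary Data 2, 1999 each for NIL-*Prl5* ST-1 and NIL-*Pbl6* ST-1 and 1538 for NIL-*Prl5* ST-1 + *Pbl6* ST-1.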

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

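The interaction test, the main tests and the alternatives set before the data were examined are used again in this part. Apart from these and the regroupings of the libraries, its tests were chosen after the results were seen.

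The effect of the *Prl5* segment differed with and without the *Pbl6* segment for 1243 transcripts with an adjusted p below 0.05 (interaction over 12 libraries, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 40 groupings of the 12 libraries into 4 groups of 3, 1 gave as many, the real one, and the largest number in the others was 68. The other groupings put libraries of different lines together, so differences between the lines widen the spread within a group. Few calls would follow with or without an interaction, so the groupings do not bear on it. The count of 1243 rested on single libraries. It was 7 without NIL-*Pbl6* ST-1 replicate 1 and 7579 without Koshihikari replicate 2, and all 1243 transcripts were among the 7579, so Koshihikari replicate 2, which lies toward NIL-*Prl5* ST-1 on the first principal component, is not the source of these calls. It also rose without NIL-*Prl5* ST-1 replicate 2. A difference between the lines in harvest, growth or dissection was not recorded and remains open, as does a biological interaction of the segments, which was not tested further. Unequal limits of the *Prl5* segment in the lines that carry it, described below for chromosome 5, also remain open as a source of calls. The median total count of the lines ranged from 19342546 to 28743497, and neither depth, GC content nor transcript length was tested as a cause.

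*GIGANTEA* (Os01t0182600-01), which the paper does not discuss, was at 189 cpm in Koshihikari, 191 cpm in NIL-*Prl5* ST-1, 15.7 cpm in NIL-*Pbl6* ST-1 and 52.3 cpm in NIL-*Prl5* ST-1 + *Pbl6* ST-1. It was chosen after its values were seen, from a set fixed before. That set follows a GO term that the paper found for *Pbl6* in these same libraries. The log2 fold change of *GIGANTEA* in NIL-*Pbl6* ST-1 was -3.59 (standard error 0.147, adjusted p = 8.2e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3 of 3 libraries below every Koshihikari library. The interaction for *GIGANTEA* was 1.72 on the log2 scale (standard error 0.172, adjusted p = 0.00031, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For the clock genes *FKF1* and *LHY* the interaction was 0.55 and 0.26, with adjusted p-values of 0.103 and 0.200 by the same edgeR test and adjustment. *FKF1* (Os11t0547000-01) had log2 fold changes of -2.67 in NIL-*Pbl6* ST-1 and -1.74 in NIL-*Prl5* ST-1 + *Pbl6* ST-1, while *LHY* (Os08t0157600-02), whose transcript peaks at another time of day in plants, had 0.98 and 0.92. The normalization does not account for this, since DESeq2's size factors gave -3.58 for *GIGANTEA* in NIL-*Pbl6* ST-1. *GIGANTEA* is on chromosome 1, so reads lost on ST-1 sequence around *Pbl6* on chromosome 6 would not lower it. Of the transcripts called in NIL-*Pbl6* ST-1, 7.71% were on chromosome 6, against 8.08% of those tested. This share does not show where ST-1 sequence lies, and ST-1 sequence at other places, including that of *GIGANTEA*, was not tested. A harvest at another hour or under other conditions and an action of the *Pbl6* segment on the clock cannot be told apart, because the hour and conditions of harvest are not given for any line. NIL-*Pbl6* ST-1 and NIL-*Prl5* ST-1 + *Pbl6* ST-1 differed by 1.73 in *GIGANTEA* on the log2 scale. That both carry the ST-1 allele of *Pbl6* is taken from their labels, since 0 transcripts of chromosome 6 fell in them from a mean of at least 50 counts to at most 3 and its share of the calls was not raised, so this difference does not decide between the explanations, and either may apply in part.

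A set of 8 transcripts on 4 chromosomes had at least 10 counts in every Koshihikari library and at most 1 count in any of the 9 libraries of the other lines, while no transcript had the opposite pattern. They include Os01t0523800-00, Os04t0590366-00 and Os11t0205200-00, which are also named for their decreases in NIL-*Pbl6* ST-1. A lower depth in the other lines is excluded, since their 9 libraries, with totals between 16041196 and 31760529 counts, together held 3 counts of these transcripts. Whether large ST-1 segments shared by the lines lie around these places stays open. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of 58 neighbouring transcripts had an adjusted p below 0.05 in both NIL-*Prl5* ST-1 and NIL-*Prl5* ST-1 + *Pbl6* ST-1, against 8 of 47 beside the transcripts of chromosome 5 lost in both. That is a single segment to compare with, and only 95 of all 31643 transcripts passed in both lines, so few would be found either way. Among the Koshihikari libraries, the ratio of replicate 3 to replicate 1 was between 3.27 and 4.66 for these transcripts, where the central range (5th to 95th percentile) of 9468 transcripts of similar count was 0.692 to 1.52. The ratios varied as little in only 2.7% of 10000 random sets of 8 such transcripts, so a single source of RNA in varying amount, counted on several transcripts, is a candidate explanation. Whether it is a gene of this Koshihikari stock that the other lines lack or material from another source was not tested, as no sequence was used here.

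In NIL-*Prl5* ST-1, 33.2% of the transcripts with an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) were on chromosome 5, where the *Prl5* segment of ST-1 lies. A regulation by *Prl5* spread evenly over the genome does not account for all of these calls (Fisher's exact test, two-sided, p = 1.3e-27), but the share depends on how many other transcripts are called. It was 9.37% without Koshihikari replicate 2 and 59.4% without NIL-*Prl5* ST-1 replicate 3. On chromosome 5, 9 transcripts had a mean of at least 50 counts in Koshihikari and at most 3 counts in every NIL-*Prl5* ST-1 library, between Os05g0389900 and Os05g0441500. Such losses are in line with ST-1 sequence in the segment, through genes that ST-1 lacks or reads that fail to match the reference, which could not be separated here. In NIL-*Prl5* ST-1 + *Pbl6* ST-1 there were 8 such transcripts, between Os05g0412300 and Os05g0448700. Os05t0390932-01, with counts of 0 in every NIL-*Prl5* ST-1 library, had counts of 0, 62 and 32 in NIL-*Prl5* ST-1 + *Pbl6* ST-1, so the segments of the 2 lines or of their libraries may not have the same limits. Regulation by *Prl5* of the remaining transcripts on chromosome 5 stays open.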

How the results depend on the processing

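Each alternative is compared with the values at the claims. Apart from the exact test without a filter and with TMM applied once, the alternatives were set before the data were examined. Except where a sentence says so, the cause of a change was not tested.

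With DESeq2's size factors, all 98 values compared kept their direction, their side of the threshold and, for counts, a range of 1.5 times. The same held for the correlation and its slope with chromosomes 5 and 6 left out or from ratios of means.

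DESeq2 raised the adjusted count in NIL-*Prl5* ST-1 from 235 to 1830, that in NIL-*Prl5* ST-1 only to 1410, that in all 3 lines to 164, the interaction to 3123 and NIL-*Prl5* ST-1 + *Pbl6* ST-1 against NIL-*Pbl6* ST-1 to 531. Testing without a filter gave 1716 in NIL-*Prl5* ST-1, 1266 in NIL-*Prl5* ST-1 only, 4567 in at least 1 line, 186 in all 3 lines, 2877 for the interaction and 959 for NIL-*Prl5* ST-1 + *Pbl6* ST-1 against NIL-*Pbl6* ST-1, and raised the correlation to 0.427 and the slope to 0.431. With at least 10 counts in every library, where 28356 transcripts were tested, the counts were 130 in NIL-*Prl5* ST-1, 51 in NIL-*Prl5* ST-1 only and 29 in all 3 lines. Over the common transcripts the correlations were then 0.902 for NIL-*Pbl6* ST-1 and NIL-*Prl5* ST-1 + *Pbl6* ST-1, 0.0587 for NIL-*Prl5* ST-1 and NIL-*Pbl6* ST-1 and 0.239 for NIL-*Prl5* ST-1 and NIL-*Prl5* ST-1 + *Pbl6* ST-1. With this filter, in NIL-*Prl5* ST-1, the adjusted p of the cell wall set by camera fell to 0.040, and those of the heat shock and clock sets rose to 0.062 and 0.119.

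EdgeR's exact test gave adjusted counts of 2580 in NIL-*Prl5* ST-1, 1327 in NIL-*Prl5* ST-1 + *Pbl6* ST-1, 6117 in at least 1 line, 248 in all 3 lines, 1918 in NIL-*Prl5* ST-1 only and 895 for NIL-*Prl5* ST-1 + *Pbl6* ST-1 against NIL-*Pbl6* ST-1. Without a filter and with repeated TMM, it gave 2284, 1235, 5513, 221, 1713 and 790 for these counts, with a correlation of 0.427 and a slope of 0.431. With TMM applied once, a setting chosen after the values were seen, it gave 2281, 1246, 5573, 224, 1720 and 776, with a correlation of 0.426 and a slope of 0.430. The share of chromosome 6 among the calls in NIL-*Pbl6* ST-1, 7.71% against 8.08% of transcripts tested, was above the tested share with the exact test (8.20%), with repeated TMM and no filter (8.26%) and with counts summed to loci (8.48%), always far from the threshold.

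One fit over all 12 libraries gave adjusted counts of 3635 in NIL-*Prl5* ST-1, 1066 in NIL-*Prl5* ST-1 + *Pbl6* ST-1, 6166 in at least 1 line, 225 in all 3 lines, 3020 in NIL-*Prl5* ST-1 only and 104 for NIL-*Prl5* ST-1 + *Pbl6* ST-1 against NIL-*Pbl6* ST-1. Summing to loci gave 781 for the interaction and 137 for NIL-*Prl5* ST-1 + *Pbl6* ST-1 against NIL-*Pbl6* ST-1. After summing, the adjusted p by camera was 0.090 for heat shock in NIL-*Prl5* ST-1, 0.092 and 0.147 for the clock set in NIL-*Pbl6* ST-1 and NIL-*Prl5* ST-1 + *Pbl6* ST-1, and 0.060 for photosynthesis in NIL-*Prl5* ST-1 + *Pbl6* ST-1. By fry, the adjusted p of the photosynthesis set was 0.203 in NIL-*Prl5* ST-1, 0.203 in NIL-*Pbl6* ST-1 and 0.384 in NIL-*Prl5* ST-1 + *Pbl6* ST-1, and that of the cell wall set 0.096 in NIL-*Pbl6* ST-1 and 0.149 in NIL-*Prl5* ST-1 + *Pbl6* ST-1. Separate Koshihikari libraries for the 2 comparisons gave a correlation of 0.121 and a slope of 0.119. Asking also for a 1.5-fold change, which by construction can only lower a count, gave 1697 in NIL-*Pbl6* ST-1, 3189 for NIL-*Prl5* ST-1 + *Pbl6* ST-1 against NIL-*Prl5* ST-1, 1946 in at least 1 line and 1240 in NIL-*Pbl6* ST-1 only.

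Replicate numbers did not pair the samples: of 18 correlations between libraries of the same number in different lines, 6 were above 0.1, with a median of 0.005 and a range from -0.453 to 0.541. With the number as a replicate block, the adjusted counts were 69 in NIL-*Prl5* ST-1, 1750 in NIL-*Pbl6* ST-1, 1292 in NIL-*Prl5* ST-1 + *Pbl6* ST-1, 21 in all 3 lines, 17 in NIL-*Prl5* ST-1 only, 972 in NIL-*Pbl6* ST-1 only and 142 for the interaction, the count in NIL-*Prl5* ST-1 only at P below 0.05 was 3323, and the log2 fold change of *Pbl6* in NIL-*Prl5* ST-1 was 0.0061 in place of -0.04.

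Leaving out each library in turn gave wide ranges, and Koshihikari replicate 2 gave most of the highest values. For the adjusted counts, the range was from 63 to 6574 in NIL-*Prl5* ST-1, 1067 to 7326 in NIL-*Pbl6* ST-1, 270 to 837 in NIL-*Prl5* ST-1 + *Pbl6* ST-1, 1432 to 11191 in at least 1 line, 22 to 309 in all 3 lines, 6 to 3764 in NIL-*Prl5* ST-1 only, 607 to 4149 in NIL-*Pbl6* ST-1 only, 7 to 7579 for the interaction, 95 to 750 for NIL-*Prl5* ST-1 + *Pbl6* ST-1 against NIL-*Pbl6* ST-1 and 3883 to 11158 for NIL-*Prl5* ST-1 + *Pbl6* ST-1 against NIL-*Prl5* ST-1. At P below 0.05, the range was from 4339 to 11399 in NIL-*Prl5* ST-1, 616 to 1934 in all 3 lines, 2560 to 6682 in NIL-*Prl5* ST-1 only and 2326 to 4454 in NIL-*Pbl6* ST-1 only. The slope ranged from 0.222 to 0.449, and the correlation of NIL-*Pbl6* ST-1 and NIL-*Prl5* ST-1 + *Pbl6* ST-1 over the common transcripts from 0.786 to 0.855. The share of chromosome 6 in NIL-*Pbl6* ST-1 ranged from 7.30% to 8.53%, the latter without Koshihikari replicate 1. The log2 fold change of *Pbl6* in NIL-*Pbl6* ST-1 ranged from -0.50 to 0.0058 and that of *GA20ox1* in NIL-*Prl5* ST-1 from -0.41 to -0.27, with an adjusted p below 0.05 only without Koshihikari replicate 2. The number of *KNOX* genes called in NIL-*Prl5* ST-1 ranged from 0 to 1, with *OSH15* called without NIL-*Prl5* ST-1 replicate 2. By camera, the adjusted p ranged in NIL-*Prl5* ST-1 from 0.015 to 0.318 for cell wall, 0.017 to 0.096 for heat shock and 0.0083 to 0.096 for the clock, in NIL-*Pbl6* ST-1 from 0.0050 to 0.096 for cell wall and 1.6e-08 to 0.096 for photosynthesis, and in NIL-*Prl5* ST-1 + *Pbl6* ST-1 from 0.0027 to 0.071 for cell wall and 4.1e-05 to 0.852 for photosynthesis. In all but the first of these the highest value was the one without Koshihikari replicate 2.

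Changes close to 0 also changed sign. When a library was left out, the log2 fold change of *Pbl6* in NIL-*Prl5* ST-1 ranged from -0.296 to 0.217, and was above 0 without Koshihikari replicate 1, Koshihikari replicate 2 or NIL-*Prl5* ST-1 replicate 3. That of *GIGANTEA* in NIL-*Prl5* ST-1 ranged from -0.0898 to 0.140, and was below 0 without Koshihikari replicate 2 or NIL-*Prl5* ST-1 replicate 2. Among single genes, 7 values became weaker and 7 stronger when a library was left out, and 1 became weaker and 12 stronger under the other settings. The depth limits what is said of rare transcripts, since 3 counts were worth up to 0.192 cpm.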

Differences from the paper's values

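The paper gives 5551 genes that differ from Koshihikari in at least 1 line. The count of transcripts was 14655 at P below 0.05 and 2928 at an adjusted p below 0.05. No alternative set before the data were examined came within 1.5 times of the paper's value at P below 0.05. At an adjusted p below 0.05, DESeq2 (4335), no filter (4567), edgeR's exact test (6117), the exact test without a filter and with repeated TMM (5513), all 12 libraries in one fit (6166) and the fit without NIL-*Prl5* ST-1 replicate 2 (5879) did, and the other alternatives did not. The exact test without a filter and with TMM applied once, chosen after the values were seen, gave 5573.

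For NIL-*Prl5* ST-1 only, the paper gives 1726 genes, against 5169 transcripts at P below 0.05 and 107 at an adjusted p below 0.05. At P below 0.05 the fit without NIL-*Prl5* ST-1 replicate 3 (2560) came within 1.5 times, and no other alternative did. At an adjusted p below 0.05, DESeq2 (1410), no filter (1266), edgeR's exact test (1918) and the exact test without a filter and with repeated TMM (1713) did, as did the exact test without a filter and with TMM applied once (1720), which was chosen after the values were seen.

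For NIL-*Pbl6* ST-1 only, the paper gives 2337 genes, against 3769 transcripts at P below 0.05. DESeq2 (3209), at least 10 counts in every library (3394), all 12 libraries in one fit (3366), the replicate number as a block (2608), counts summed to loci (2940) and the fits without Koshihikari replicate 1 (3472), Koshihikari replicate 3 (3221), NIL-*Pbl6* ST-1 replicate 1 (2326), NIL-*Pbl6* ST-1 replicate 2 (2832), NIL-*Pbl6* ST-1 replicate 3 (2615) or NIL-*Prl5* ST-1 + *Pbl6* ST-1 replicate 3 (3394) came within 1.5 times, and the others did not. The adjusted count, 2103, was within 1.5 times of the paper's value, and the exact test without a filter gave 2324 with repeated TMM and, chosen after the values were seen, 2374 with TMM applied once.

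The paper gives 228 genes common to the 3 lines, against 941 transcripts at P below 0.05 and 53 at an adjusted p below 0.05. No alternative came within 1.5 times at P below 0.05. At an adjusted p below 0.05, DESeq2 (164), no filter (186), edgeR's exact test (248), the exact test without a filter and with repeated TMM (221), all 12 libraries in one fit (225) and the fits without Koshihikari replicate 2 (309) or NIL-*Prl5* ST-1 replicate 2 (181) did, as did the exact test without a filter and with TMM applied once (224), chosen after the values were seen.

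The intercept of the regression line of NIL-*Prl5* ST-1 on NIL-*Pbl6* ST-1 is -0.07 in the paper's legend of Fig. 8 and was 0.00456 here. With ratios of each line to Koshihikari, none of the 25 alternatives closed the gap, with values from -0.00217 to 0.0615. The legend does not give the direction of the ratios, and ratios of Koshihikari to each line would change the sign of the intercept. The value of 0.0615, from the exact test without a filter and with repeated TMM, would then lie close to the paper's value.

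The paper states that *BETA-EXPANSIN7* changed in all 3 lines, whereas its adjusted p in NIL-*Prl5* ST-1 was 0.073 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was below 0.05 with DESeq2 (0.021), no filter (0.036), edgeR's exact test (0.013), that test without a filter and with repeated TMM (0.017) or, chosen after the values were seen, with TMM applied once (0.017), all 12 libraries in one fit (0.021) and without Koshihikari replicate 2 (0.016), each with Benjamini-Hochberg adjustment. The paper finds cell wall terms over-represented among the genes of NIL-*Prl5* ST-1, without a direction. Camera tests for a shared shift instead, and over-representation was not tested here. At P below 0.05 by edgeR's quasi-likelihood test, 17 of the 159 cell wall transcripts were higher there and 32 lower, where 7894 of all 31643 transcripts differed. By camera with Benjamini-Hochberg adjustment, the set had an adjusted p of 0.090 there, on the lower side. This adjusted p was below 0.05, again on the lower side, with at least 10 counts in every library (0.040) and without Koshihikari replicate 3 (0.032) or NIL-*Prl5* ST-1 replicate 2 (0.015). The paper describes higher expression of *Prl5* in young panicles of NIL-*Prl5* ST-1 from assays other than RNA-seq. These were quantitative RT-PCR at the later stage of secondary branch differentiation, and in situ hybridization. In the RNA-seq libraries of 2-mm panicles, its log2 fold change of 0.22 was above 0 in every fit that left out a library. The adjusted p was 0.489 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper finds insertions and deletions in the promoter and coding regions of the ST-1 allele. Whether reads of this allele fail to match the reference was not tested. Supplementary Fig. 6 labels its axes as cpm, on which *GA20ox1* is at about 980 in Koshihikari, read by eye, where the value here was 42.8 cpm, and 986 as a count at the mean library size.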

Other observations

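The main tests and the alternatives set before the data were examined are used again in this part. Apart from these, the simulated unchanged lines and the regroupings of the libraries, its tests were chosen after the results were seen.

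The correlation of fold changes between NIL-*Prl5* ST-1 and NIL-*Pbl6* ST-1 could come in part or in all from the Koshihikari libraries that both comparisons share. With separate Koshihikari libraries its mean was 0.121, a fall beyond the jackknife standard error of 0.129 from 0.283, although fewer libraries per comparison also lower a correlation. Among 20 simulated sets of unchanged lines the highest r was 0.521, and all were above the observed one. A positive r of this size therefore carries no evidence for a shared effect, and its being below the simulated range is consistent with differences between the lines that go separate ways. That hypothesis was not tested further.

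Few transcripts passed an adjusted p of 0.05 in NIL-*Prl5* ST-1 (235, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The number was 6574 without Koshihikari replicate 2 and 3568 without NIL-*Prl5* ST-1 replicate 2, the libraries that lie between the others of the 2 lines on the first principal component, and it fell without each other library, to 63 without Koshihikari replicate 1. These replicates may thus have lowered the number. To test for an exchange or mixture of the 2, 9 transcripts of chromosome 5 with a mean of at least 50 counts in Koshihikari and at most 3 in each NIL-*Prl5* ST-1 library were chosen from replicates 1 and 3 alone. They had 1 count in NIL-*Prl5* ST-1 replicate 2, which excludes an exchange and Koshihikari RNA as the cause of its position, for which a share of 54.1% would be needed. In Koshihikari replicate 2 they had 1.31 times the mean cpm of replicates 1 and 3, where a share of 48.7% of NIL-*Prl5* ST-1 RNA, as its position would need, would have lowered them. A small share is not excluded there. Why they lie between the lines (age of the panicle, harvest or dissection) was not tested. No library was left out of the results for this reason.

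The 20 most abundant photosynthesis transcripts, of the 59 in the set, were higher in NIL-*Prl5* ST-1 than in Koshihikari in 17 cases. For the whole set, the total was 301, 385 and 266 cpm in the Koshihikari libraries, 444, 349 and 443 cpm in NIL-*Prl5* ST-1, 260, 248 and 255 cpm in NIL-*Pbl6* ST-1 and 304, 284 and 260 cpm in NIL-*Prl5* ST-1 + *Pbl6* ST-1. A larger share of green tissue in the dissected panicles of NIL-*Prl5* ST-1 could give this, and so could regulation of these genes. The set was fixed beforehand, but the 20 most abundant were picked later and no marker of green tissue outside the set was tested, so these explanations cannot be told apart.

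The HSP70 family rose in NIL-*Pbl6* ST-1, where 11 of 26 transcripts had an adjusted p below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all higher. By the same test, 5 of 125 DnaJ transcripts were higher in NIL-*Pbl6* ST-1 and 10 lower. Of 20 heat shock factor transcripts 3 were higher and 2 lower, and of the other 114 of the heat shock set 27 were higher and 3 lower. *GNP1/GA20ox1* (Os03t0856700-01) fell in NIL-*Pbl6* ST-1 to 21.6 ± 2.53 cpm (SD, n = 3), a log2 fold change of -0.98 with an adjusted p of 0.00027 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and in NIL-*Prl5* ST-1 + *Pbl6* ST-1 to 21.5 ± 3.20 cpm. *OSH15* was at 165 ± 4.09 cpm (SD, n = 3) in NIL-*Pbl6* ST-1, a log2 fold change of 0.40 with an adjusted p of 0.012 by the same edgeR test and adjustment. With a library left out, the adjusted p of *OSH15* ranged from 0.0015 to 0.079, so it was not below 0.05 in every fit.

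Other groupings of the 6 libraries of a comparison number 10 with the real one, so no share below 0.1 can be reached. At P below 0.05, 2 of the 10 gave as many transcripts as the real one in NIL-*Prl5* ST-1 against Koshihikari. The other, with 8757 transcripts, set Koshihikari replicate 2 with NIL-*Prl5* ST-1 replicates 1 and 3 and NIL-*Prl5* ST-1 replicate 2 with Koshihikari replicates 1 and 3. In NIL-*Prl5* ST-1 + *Pbl6* ST-1 against Koshihikari 2 of the 10 did so as well, with 5043 transcripts in the other grouping. For NIL-*Pbl6* ST-1 against Koshihikari, NIL-*Prl5* ST-1 + *Pbl6* ST-1 against NIL-*Pbl6* ST-1 and NIL-*Prl5* ST-1 + *Pbl6* ST-1 against NIL-*Prl5* ST-1, only 1 of 10 did, the real one. With an adjusted p below 0.05 by edgeR's quasi-likelihood test, 1 of 10 groupings, the real one, gave as many transcripts in each of these 5 comparisons, and the others gave 0, with up to 8757 at P below 0.05. The number of the 4 gene sets below the threshold of camera was as large in 1 of 10 groupings for NIL-*Prl5* ST-1, 2 of 10 for NIL-*Pbl6* ST-1 and 1 of 10 for NIL-*Prl5* ST-1 + *Pbl6* ST-1.

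The P-values in the paper's Supplementary Data 2 may be adjusted ones. Over the 1999 transcripts of 40722 at hand for NIL-*Prl5* ST-1, that column differed from the adjusted p of edgeR's exact test, without a filter and with repeated TMM, by a median of 0.0019, and from the unadjusted P by a median of 0.236. The medians were 0.0019 and 0.260 for NIL-*Pbl6* ST-1 and, over 1538 transcripts, 0.00046 and 0.370 for NIL-*Prl5* ST-1 + *Pbl6* ST-1. Among these transcripts for NIL-*Prl5* ST-1, 114 were below 0.05 in the paper's column, 112 by the adjusted and 395 by the unadjusted P of the exact test.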
